# Molecular Phenotyping of Immune Cells from Young NOD Mice Reveals Abnormal Metabolic Pathways in the Early Induction Phase of Autoimmune Diabetes

**DOI:** 10.1371/journal.pone.0046941

**Published:** 2012-10-11

**Authors:** Jian Wu, Dorothy N. Kakoola, Nataliya I. Lenchik, Dominic M. Desiderio, Dana R. Marshall, Ivan C. Gerling

## Abstract

Islet leukocytic infiltration (insulitis) is first obvious at around 4 weeks of age in the NOD mouse – a model for human type 1 diabetes (T1D). The molecular events that lead to insulitis and initiate autoimmune diabetes are poorly understood. Since TID is caused by numerous genes, we hypothesized that multiple molecular pathways are altered and interact to initiate this disease. We evaluated the molecular phenotype (mRNA and protein expression) and molecular networks of *ex vivo* unfractionated spleen leukocytes from 2 and 4 week-old NOD mice in comparison to two control strains. Analysis of the global gene expression profiles and hierarchical clustering revealed that the majority (∼90%) of the differentially expressed genes in NOD mice were repressed. Furthermore, analysis using a modern suite of multiple bioinformatics approaches identified abnormal molecular pathways that can be divided broadly into 2 categories: metabolic pathways, which were predominant at 2 weeks, and immune response pathways, which were predominant at 4 weeks. Network analysis by Ingenuity pathway analysis identified key genes/molecules that may play a role in regulating these pathways. These included five that were common to both ages (TNF, HNF4A, IL15, Progesterone, and YWHAZ), and others that were unique to 2 weeks (e.g. MYC/MYCN, TGFB1, and IL2) and to 4 weeks (e.g. IFNG, beta-estradiol, p53, NFKB, AKT, PRKCA, IL12, and HLA-C). Based on the literature, genes that may play a role in regulating metabolic pathways at 2 weeks include Myc and HNF4A, and at 4 weeks, beta-estradiol, p53, Akt, HNF4A and AR. Our data suggest that abnormalities in regulation of metabolic pathways in the immune cells of young NOD mice lead to abnormalities in the immune response pathways and as such may play a role in the initiation of autoimmune diabetes. Thus, targeting metabolism may provide novel approaches to preventing and/or treating autoimmune diabetes.

## Introduction

The earliest signs of autoimmune pathology in the pancreas of the NOD mouse (a model for human type 1 diabetes, T1D) occur at approximately 4 weeks of age [1]. At this stage accumulation of leukocytes is observed around the pancreatic islets. This accumulation (known as insulitis) progressively intensifies and becomes increasingly more invasive eventually leading to massive destruction of the insulin producing beta cells with clinical diabetes occurring at 12 weeks of age or later [2], [3]. The molecular events leading to insulitis and that may influence initiation of the autoimmune pathology are poorly understood.

It is well established that genetic predisposition plays a major role in the etiology of TID. The strongest genetic determinant for T1D development is the MHC class II gene product, *H2^g7^* in NOD mice or HLA-DQ2 and –DQ8 in humans [2], [4], [5]. It is clear that MHC class II-restricted CD4 T-cells play an important role in inducing T1D [6]–[9]. In addition to the MHC locus, which is required for T1D development, over 20 non-MHC loci also contribute to the disease process [5], [10]–[13]. The molecular mechanisms by which most of these genes contribute to disease have not been elucidated. The focus in the field has been mainly to study candidate genes one by one. However, this approach has provided limited information on how the multiple genes interact to cause disease.

Since TID is caused by numerous genes, we hypothesized that multiple molecular pathways are altered and interact to initiate autoimmune pathology. To test this hypothesis, we conducted a detailed evaluation of the molecular phenotype (mRNA and protein expression) of untreated unfractionated spleen leukocytes from NOD mice in the pre-insulitis (early induction) phase of autoimmune diabetes. Applying a modern suite of multiple bioinformatics approaches, we identified abnormal molecular pathways that might play a role in the initiation of autoimmune pathology in NOD mice.

## Materials and Methods

### Ethics Statement

All the procedures involving animals were approved by the University of Tennessee (UT) Health Science Center and Veteran Affairs (VA) Medical Center Animal Care and Use Committee (Protocol Numbers: UT 1159/VA 00157). Breeder mice were purchased from the Jackson Laboratory. Animals were housed at the VA animal facility.

### Sample collection

The procedures for collection of spleen leukocytes, and extraction of RNA and protein samples have been previously described [14]. Spleen leukocytes were collected from female NOD mice and females of two control strains, NON, and C57BL/6, at 2 weeks and 4 weeks of age (n = 5 for each strain and each age group, 30 samples in total). NON is the original diabetes-resistant control strain closely related genetically to the NOD strain, whereas C57BL/6 is a more distantly related strain with some immunogenetic similarities to NOD. The isolated cells were not subjected to any post-collection treatment or culture prior to RNA/protein extraction.

### Transcriptome data collection

RNA expression was analyzed on Affymetrix expression arrays MOE430A and MOE430B as described previously [14]. Expression levels were evaluated using the Microarray Suite version 5.0 (MAS 5.0) using Affymetrix default analysis settings and global scaling as the normalization method (www.affymetrix.com). The trimmed mean target intensity of each array was arbitrarily set to 100. The two arrays were combined prior to statistical analysis to give a total of ∼45,000 probe sets. Microarray data has been submitted to the GEO repository (Accession number: GSE37450). The microarray results were validated by quantitative Real-time PCR (qRT-PCR) using Roche's Universal library probe system (www.roche-applied-science.com). First strand cDNA was synthesized from 1 µg of RNA using Transcriptor First Strand cDNA synthesis kit (Roche) according to the manufacturer's instructions. The target genes, primers and probes are listed in Table S1. Expression values were normalized using glyceraldehyde-3-phosphate dehydrogenase (Gapdh).

### Proteome data collection

Protein expression was analyzed by 2D PAGE as decribed previously [14]. The protein gels were scanned and analyzed as previously described [15], [16], except instead of using the PDQuest image analysis software to create the Match Set we used Nonlinear software (Progenesis). We identified a total of 382 protein spots as being expressed in at least one of the 30 gels.

### Statistical analysis

We imported and further analyzed the RNA and protein expression datasets in GeneSpring software (version 7.3.1, Silicon Genetics, Redwood, CA) as previously described [14]. The datasets consisted of 15 samples for each age, 2 weeks and 4 weeks. The 45,000 probe sets present on the Affymetrix expression arrays were filtered to identify 24,959 that had a present/marginal expression flag in at least one of the samples. The lists of filtered probe sets and the total protein spots were subjected to statistical and hierarchical clustering analysis. In order to define lists of age-specific differentially expressed genes between strains, we performed one-way ANOVA on the expression datasets by age. For the transcriptome datasets, we applied two cut-off levels, p<0.005, p<0.05, both with Benjamini-Hochberg multiple test correction. The proteome datasets were analyzed at one level p<0.05, with no multiple test correction (MTC). The impact of potential false positives that may arise from not applying a MTC on the final conclusions drawn from these data would be minimized by downstream data mining analyses and comparison with the transcriptome data. We conducted hierarchical clustering on the resulting lists to identify genes or spots that were differentially expressed only in the NOD mice compared to both control strains. We identified proteins in differentially expressed spots by mass spectrometry according to methods previously described [15].

### Data mining analyses

We subjected the lists of NOD differentially expressed mRNAs or proteins to data mining analyses using a suite of modern bioinformatics tools. The genes/proteins were grouped into functional classes to identify enriched gene ontology (GO) classes using WebGestalt Gene Set Analysis Toolkit (bioinfo.vanderbilt.edu/webgestalt) [17]. WebGestalt was also used for KEGG pathways analysis. Prior to uploading the lists into WebGestalt, the probe sets and proteins identifiers (ID) were converted to entrez-gene ID using the gene ID conversion tool available at the DAVID (Database for Annotation, Visualization and Integrated Discovery) server (david.abcc.ncifcrf.gov) [18], [19]. To identify molecular networks that are associated with the differentially expressed genes, we analyzed the gene lists using Ingenuity Pathway Analysis (IPA, www.ingenuity.com). The Affymetrix probe set IDs or GI numbers (for proteins) were uploaded into the server. Each identifier was mapped to its corresponding gene in the Ingenuity Pathways Knowledge Base (IPKB), a database compiled primarily from scientific literature. The mapped genes, called focus genes, were then algorithmically combined into molecular subnetworks together with other genes and/or endogenous chemicals from the IPKB (referred to as non-focus genes) based on information contained in the IPKB. The generated subnetworks are a graphical representation of the molecular relationships between genes/gene products and/or endogenous chemicals based on what is known about them from the literature. Herein, in the context of IPA, the term “gene” will be used for both genes/gene products as well as endogenous chemicals. Genes are represented as nodes of various shapes (shown in Figure S1) that represent the functional class of the gene product. The biological relationship between 2 nodes is represented as an edge (or line, also referred to in our study as a connection). Each connection is supported by at least one reference from the literature, a textbook, or from canonical information stored in the IPKB; and represents any known interaction between 2 genes (e.g. A induces B, C binds D, E inhibits F, and so on). Solid lines in the generated networks represent direct interactions (such as binding) while dashed lines represent indirect interactions (such as expression of gene A decreases expression of gene B). The Ingenuity package assesses the significance of each subnetwork with respect to random networks of the same size using the Fisher's exact test, and assigns a score based on the number of genes in the network and its size, the total number of genes analyzed, and the total number of genes in IPKB that could potentially be included in networks. We referred to the most highly scored preliminary networks as major networks. The biological processes and/or diseases most significantly associated to the genes in a particular network are identified using the IPA functional Analysis tool (Fisher's exact test). Because the Ingenuity server limits the number of genes per network to 35, bigger lists, like our transcriptome datasets, often create multiple networks. We think that this is an artificial division of the data which normally could be connected into one large network based on information available in the database. Therefore, we merged individual networks using the IPA “merge networks” tool. Due to the limitations of IPA (most important of which is the paucity or absence of information in the literature on particular genes) only a proportion of genes in the uploaded list may get incorporated into the generated network.

## Results

### Identification of differentially expressed mRNAs in spleen leukocytes from NOD mice at the preinsulitis stage of autoimmune diabetes

To identify differentially expressed mRNAs and proteins in spleen leukocytes from NOD mice at the preinsulitis stage, we analyzed transcriptome and proteome expression in 2 and 4 week-old NOD mice. 

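RNA from spleen leukocytes of 30 mice was hybridised to expression arrays, from 5 mice of each of 3 strains at 2 weeks and 5 at 4 weeks of age. NOD mice develop autoimmune (Type 1) diabetes spontaneously. NON is a related strain that stays free of the disease, and C57BL/6 (C57) is a standard laboratory strain that does not develop it. Each mouse had a 430A array of 22690 probe sets and a 430B array of 22575, or 60 arrays in all. The authors deposited MAS 5.0 signals, an intensity on a linear scale computed from the pairs of perfect match and mismatch probes of each probe set. They scaled each array to a common target. The methods name a target of 100, and the 2% trimmed mean of every deposited array is 250. The study filtered probe sets on present and marginal calls, which were not used here. In their place, a probe set was kept if its signal was at least 50 in at least 5 of the 30 mice, which kept 38293 of 45037 probe sets (17815 on 430A and 20478 on 430B). Signals were compared as log2(signal + 10), a scale that understates the differences of dim probe sets, and fold differences are ratios of mean signals. Where a mean is under 50, the ratio depends on a few units of signal. Strains were compared at each age by limma's moderated F-test across the 3 strains with Benjamini-Hochberg adjustment over all kept probe sets. A probe set was called NOD-specific if it passed this test and the NOD mean was the odd one out, that is, at one end of the 3 strain means and farther from the middle mean than the other end. The number of arrays limits the precision. The median signal of a mouse's arrays ranged from 84.8 to 126 on 430A and from 126 to 169 on 430B. The 3'/5' signal ratio of Gapdh, which rises when RNA is degraded, was 0.74 to 1.3 in NOD mice, 0.75 to 4 in NON mice and 0.8 to 2.4 in C57 mice. In 1 NOD mouse of 4 weeks (replicate 3), the median correlation with the other mice of its group was 0.739, against 0.847 to 0.859 in the other mice of the group. Strain labels were checked on the probe sets called NOD-specific at the other age, on a scale with 0 at the control mean and 1 at the NOD mean. NOD mice lay between 0.85 and 1.01 and control mice between -0.05 and 0.32.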

Each dataset was analyzed by age. We compared gene expression in NOD mice to that in two control strains, NON and C57. We were interested in genes that were differentially expressed in NOD relative to both controls (hereinafter referred to as NOD differentially expressed genes or mRNAs or proteins). We judged that this strategy would increase the likelihood that the identified genes are linked to initiation of the autoimmune pathology seen in NOD mice.

To identify differentially expressed mRNAs, we used expression microarrays and performed a one-way ANOVA on ∼25,000 filtered probe sets. 

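Genes that were near background in 2 of the strains and bright in the third were among those that differed most between the strains. H2-Ea encodes the alpha chain of the MHC class II molecule I-E. Its signal in 2 week old NON mice was 3410 ± 1200 (SD, n = 5), against 62 ± 21.9 in NOD and 45.6 ± 22 in C57 (limma adjusted p = 4e-09), and at 4 weeks it was 6460 ± 1900 against 49.9 ± 24.8 and 38.2 ± 26.5 (adjusted p = 4.5e-09). Mndal, an interferon-inducible gene, was low in NON mice, at 21.6 ± 18.3 against 2410 ± 566 in NOD and 2890 ± 627 in C57 at 2 weeks (adjusted p = 2.4e-09). Gsn, which encodes the actin-severing protein gelsolin, had a signal of 25 in NON, 977 in NOD and 583 in C57 at 2 weeks (adjusted p = 1.7e-08). The probe set 1436240_at was bright only in C57 mice, at 1270 ± 387 against 15.9 in NOD and 12.7 in NON (adjusted p = 8.2e-09), while BC018473 was at 8.46 in C57 against 551 in NOD and 905 in NON at 4 weeks (adjusted p = 5.7e-09). Over the 38293 probe sets, 273 (194 genes) differed between the strains at 2 weeks and 238 (170 genes) at 4 weeks at an adjusted p under 0.005. At an unadjusted p under 0.05, 5719 and 5438 probe sets differed.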

We identified 175 and 189 probe sets (genes) with highly significant strain differences (p<0.005, Benjamini-Hochberg multiple test correction) at 2 and 4 weeks, respectively. We then subjected these two gene lists to hierarchical clustering as previously described [20]. 

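NON mice stood apart mainly by low signals and C57 mice mainly by high signals. Of the probe sets past the adjusted p of 0.005 at 2 weeks, 86 set NON apart (65 low and 21 high in NON) and 117 set C57 apart (39 low and 78 high in C57). At 4 weeks, 58 set NON apart (45 low, 13 high) and 99 set C57 apart (35 low, 64 high). Low in NON at 4 weeks was 1448775_at, with a mean signal of 56.2 against 1200 in NOD and 2600 in C57 (limma adjusted p = 3e-10). High in C57 at the same age was 1434152_at, at 1530 against 34.8 in NOD and 29 in NON (adjusted p = 9.5e-06), and low in C57 at 2 weeks was 1457666_s_at, at 26.3 against 469 in NOD and 1180 in NON (adjusted p = 7.6e-07). Mndal was low in NON at 4 weeks as well, with a second probe set (1426906_at) at 19.7 in NON, 1710 in NOD and 2580 in C57 (adjusted p = 4.4e-08). Patterns were assigned by the odd strain mean rather than read from clusters.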

The hierarchical clusters of the 2 week (Figure 1) and 4 week (Figure 2) datasets each revealed six distinct patterns of expression: NOD low, NOD high, NON low, NON high, C57 low, and C57 high. 

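In 2 week old mice, 70 probe sets (52 genes) set NOD apart from both control strains at an adjusted p under 0.005 from limma, 52 with low and 18 with high expression in NOD. Cap1, which encodes an actin-binding protein, had a signal of 1900 ± 287 in NOD (SD, n = 5) and was near background in the controls, at 44.1 ± 31.3 in NON and 37.4 ± 24.5 in C57 (log2 difference 5.46, standard error 0.41, adjusted p = 1e-06). Its other probe set was 25.2-fold higher. Among low genes, 1421802_at, listed as Ear1 in the study, was at 4.7 ± 6.58 in NOD, 640 ± 460 in NON and 330 ± 246 in C57 (adjusted p = 0.00029). D17H6S56E-5, a transcript of unknown function, was 10.2-fold lower, at 194 ± 61.2 against 2290 ± 603 and 1660 ± 327 (log2 difference -3.28, standard error 0.21, adjusted p = 1.5e-07). Phgdh, the first enzyme of serine synthesis, was 10.3-fold lower on 1454714_x_at (120 ± 33.1 against 1280 ± 384 and 1180 ± 309, adjusted p = 1.7e-07). The other 3 Phgdh probe sets were at 0.724 to 0.871 of the controls, with adjusted p of at least 0.38. Tmem14c, a mitochondrial membrane protein of heme synthesis, was 9.3-fold lower (adjusted p = 3.1e-07), and Tnfrsf14, a receptor that regulates T cell activation, was 8.68-fold lower (adjusted p = 0.00028). Low in NOD were also 1424505_at (9.7 ± 6.09, near background, against 183 ± 35.5 and 194 ± 30.2, adjusted p = 6.2e-07) and 1456471_x_at (56.6 ± 20.6 against 662 ± 141 and 584 ± 164, adjusted p = 5.4e-07). The median ratio of controls to NOD was 4.84 for the low probe sets, and that of NOD to controls was 4.68 for the high ones. The ratio was over 2 for 69 of the 70.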

At 2 weeks, a total of 51 genes (marked by black bars in Figure 1, and listed in Table 1) were differentially expressed in NOD mice compared to both control strains: 45 (88%) were of lower expression while 6 (12%) were of higher expression in NOD. At 4 weeks, a total of 76 genes (marked by black bars in Figure 2 and listed in Table 2) were differentially expressed in NOD mice compared to both control strains: 67 (88%) were of lower expression while 9 (12%) were of higher expression in NOD mice. 

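At 4 weeks, 81 probe sets (54 genes) were NOD-specific at an adjusted p under 0.005 from limma, 67 of them low and 14 high in NOD. Tia1, which encodes an RNA-binding protein of stress granules, was 13-fold lower in NOD on 1431708_a_at, at 19.4 ± 13.2 (SD, n = 5) against 231 ± 55.1 in NON and 271 ± 56 in C57 (log2 difference -3.21, standard error 0.26, adjusted p = 3.3e-06). The other Tia1 probe sets did not pass. Tmem243, a membrane protein gene, was 12.1-fold lower (22.2 ± 2.84 against 290 ± 85.6 and 248 ± 66.6, adjusted p = 1.1e-06), and 1441388_at was at 16.3 ± 4.93 against 216 ± 40.5 and 222 ± 57.3 (adjusted p = 1e-06). Zmiz1, a transcriptional coregulator, was 7.04-fold lower (adjusted p = 0.00014). Low in NOD were also Cd72, a B cell coreceptor (2.55-fold, adjusted p = 5e-04), the cell cycle kinase gene Cdk6 (2.74-fold, adjusted p = 0.00096) and Prkca, which encodes protein kinase C alpha (2.28-fold, adjusted p = 0.00072). Gng11, a G protein subunit, was 3.64-fold higher (adjusted p = 5e-04), and H2-Ab1, the beta chain of the class II molecule I-A, was 2.4-fold higher on 1425477_x_at (adjusted p = 0.00059). The median ratio of controls to NOD was 3.15 for the low probe sets, and that of NOD to controls 4.06 for the high ones, with 72 of the 81 over 2-fold. Other probe sets of Zmiz1, Cdk6 and H2-Ab1 did not pass (adjusted p of at least 0.25).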

Twenty-five genes (88% of which was of lower expression in NOD mice) were common to both 2 and 4 week old mice. 

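In the files, 36 probe sets (24 genes) were NOD-specific at both ages and in the same direction, 29 low and 7 high, and none in opposite directions (limma moderated F-test at each age). Independent lists of these sizes would share 0.0976, and the mice of both ages were different animals. Ndufs5, a subunit of complex I of the respiratory chain, was at 76.2 ± 29.9 in NOD (SD, n = 5) against 562 ± 140 in NON and 488 ± 112 in C57 at 2 weeks (6.89-fold lower, adjusted p = 2.4e-06), and 7.24-fold lower at 4 weeks (adjusted p = 3.8e-07). Pdk1, a kinase that inhibits pyruvate dehydrogenase, was 5.14-fold lower at 2 weeks (adjusted p = 0.00011) and 6.65-fold at 4 weeks (adjusted p = 1.3e-05). A second Pdk1 probe set was 3.51-fold and 4.68-fold lower. Both were dimmer than the brightest Pdk1 probe set, which was not called lower at 2 weeks. Capg, an actin capping protein gene, was 5.9-fold and 3.95-fold lower (adjusted p = 6.2e-07 and 3.7e-07). Slc1a5, a transporter of glutamine and other neutral amino acids, was 4.53-fold and 2.97-fold lower (adjusted p = 0.00055 and 0.00024). Its other probe set went the other way at 2 weeks (505 ± 130 against 273 ± 85.3 and 226 ± 118, adjusted p = 0.19) and did not differ at 4 weeks (adjusted p = 0.64). Cap1 stayed high in NOD at 4 weeks (1350 ± 476 against 32.8 ± 3.93 and 29.1 ± 25.9, adjusted p = 3.8e-07), and D17H6S56E-5 was 11.1-fold lower (adjusted p = 4.9e-07). The sign of the NOD difference was the same at the other age for 69 of the 70 probe sets called at 2 weeks and for 79 of the 81 called at 4 weeks.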

Microarray results were validated by qRT-PCR. Results confirming the microarray data for six genes (H60a, Trim5, Trim12, Ly6c1, Snx6 and Sp110) are shown in Figure S2. 

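On the arrays, H60a was higher in NOD mice than in both controls at both ages, and the probe sets of the other 5 genes were lower. H60a, which encodes a ligand of the NK cell receptor NKG2D, had a signal of 994 ± 303 in NOD mice at 2 weeks (SD, n = 5), 15.3 ± 6.81 in NON and 51.5 ± 23.6 in C57 (29.7-fold higher, limma adjusted p = 3.3e-08). At 4 weeks it was 26.6-fold higher (622 ± 146 against 21.1 ± 10.1 and 25.8 ± 18.8, adjusted p = 5.8e-07). The probe set the study lists as Trim5 is named Trim12c in the annotation used here. Its signal was 20.1-fold lower in NOD at 2 weeks (43.6 ± 32.7 against 622 ± 176 and 1130 ± 147, adjusted p = 3e-06) and 17.3-fold at 4 weeks (64.8 ± 114 against 994 ± 340 and 1250 ± 203, adjusted p = 4.6e-05), or 79.6-fold without NOD replicate 3. The probe set listed as Trim12, here Trim12a, was 26.1-fold lower at 2 weeks (8.22 ± 3.93 against 170 ± 57.2 and 258 ± 86.7, adjusted p = 2.5e-06) and 51.5-fold at 4 weeks (adjusted p = 1.5e-07), or 77.6-fold without NOD replicate 3. The probe set 1421571_a_at, which the study lists as Ly6c1, was 5.15-fold lower at 2 weeks (681 ± 249 against 3430 ± 1080 and 3590 ± 361, adjusted p = 3.2e-06) and 4.61-fold at 4 weeks (adjusted p = 4.7e-07). Snx6, a sorting nexin of endosomal transport, was near background in NOD on 1451602_at (3.38 ± 0.947 against 59.2 ± 47.1 and 57.8 ± 11.7 at 2 weeks, adjusted p = 0.0032, and 7.92 ± 10.4 against 81.7 ± 22.7 and 56.7 ± 31.4 at 4 weeks, adjusted p = 0.0046). The call of Snx6 held in 7 of 24 other settings at 2 weeks and in 5 of 24 at 4 weeks, and its other 3 probe sets did not differ (adjusted p of at least 0.36). The probe set listed as Sp110 is named C130026I21Rik here. It was 9.89-fold lower at 2 weeks (73.6 ± 20.9 against 792 ± 233 and 665 ± 90.5, adjusted p = 3e-07) and 13.8-fold at 4 weeks (adjusted p = 2.1e-07), while the 3 probe sets named Sp110 did not differ (adjusted p of at least 0.51).

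**Figure D1:**
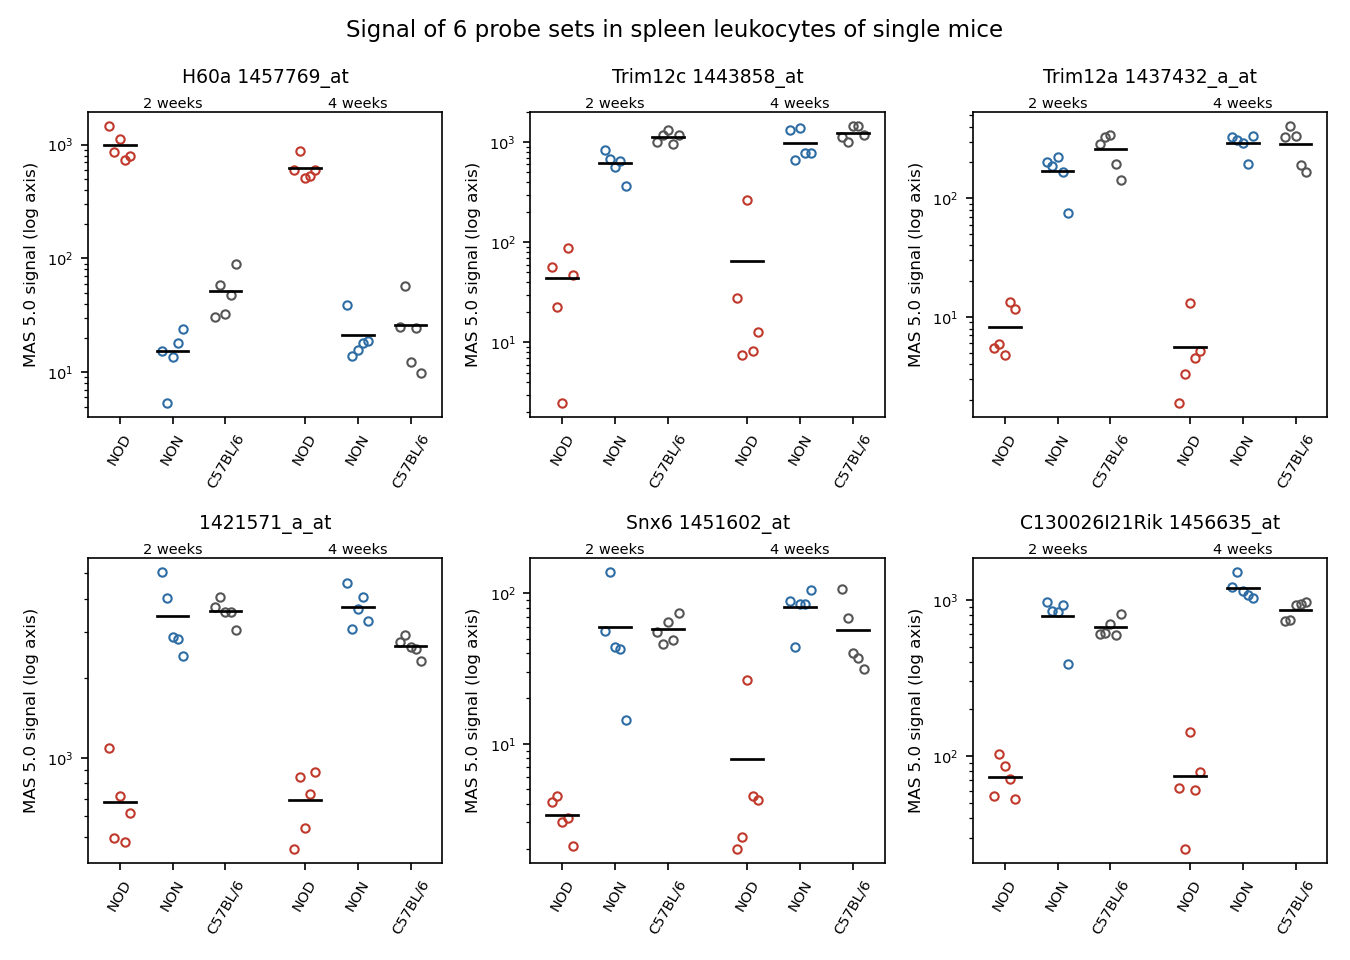
MAS 5.0 signal (log axis) of the 6 genes in each mouse, by strain (NOD red, NON blue, C57BL/6 grey), 2 weeks on the left and 4 weeks on the right of each panel. Each point is 1 mouse and each bar the mean of 5 mice. The NOD points of H60a sit above those of both controls, and the NOD means of the other 5 genes below them.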

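Immune genes differed in NOD mice at both ages and in both directions. At 2 weeks, the 7 probe sets that Table 1 lists under immune response were all NOD-specific at an adjusted p under 0.005 (limma), 4 of them lower in NOD. Higher in NOD were Ackr2, a scavenging chemokine receptor (2.77-fold, adjusted p = 7e-05), and Cd244a, a receptor of NK cells (2.74-fold, adjusted p = 0.0018). At 4 weeks, 14 of the 19 immune probe sets of Table 2 passed, and 15 were lower. Under apoptosis, 2 of 2 probe sets passed at 2 weeks and 4 of 6 at 4 weeks, all of them lower. Under ubiquitination, 4 of 4 and 3 of 3 passed, and under transcription 3 of 3 and 6 of 6, with Polr1c, a subunit of RNA polymerases I and III, 3.86-fold lower at 2 weeks and 3.19-fold at 4 weeks on 1 of its 2 probe sets (the other at 1.03 and 0.974 of the controls, adjusted p = 0.82 and 0.8). Protein biosynthesis passed for 4 of 4 and 3 of 3, among them the ribosomal protein gene Rpl8 (2.13-fold lower, adjusted p = 0.0011, and 2.01-fold at 4 weeks). Of the transporters, 3 of 4 and 3 of 5 passed, including the peptide transporter gene Slc15a2 at 2 weeks (6.88-fold lower, with its other 2 probe sets at 0.874 and 1.1 of the controls, adjusted p of 0.77 and 0.8), and of the enzymes 3 of 4 and 5 of 8. The study chose these probe sets on the same mice, so their counts are not independent evidence of a direction.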

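A list of Trim ubiquitin ligases, called the Trim5 to Trim30 cluster here, was shifted to lower expression in NOD mice at both ages. Beside the genes from Trim6 to Trim30, the list holds Trim21 and Trim68, which lie apart from them on chromosome 7. Of 9 measured genes, 4 were lower than the mean of the controls at 2 weeks and none higher at an adjusted p under 0.05 (6 lower when adjusted over the list alone), with a median log2 difference of -0.99 (camera adjusted p = 9.08e-11, adjusted p = 0.00495 with an estimated correlation). At 4 weeks 6 were lower (7 over the list alone), with a median of -1.37 (camera adjusted p = 7.34e-15, adjusted p = 0.000374 with an estimated correlation). Trim30d was 2.53-fold lower at 2 weeks (466 ± 93.3 in NOD, 872 ± 236 in NON and 1490 ± 280 in C57, SD, n = 5, adjusted p = 0.00061). Trim30a, a negative regulator of NF-kB signaling, was 2.99-fold lower at 4 weeks (417 ± 100 against 1360 ± 114 and 1140 ± 349, adjusted p = 0.00022) and at 413 ± 149 against 638 ± 57.8 and 840 ± 286 at 2 weeks (adjusted p = 0.064). Trim34a was 2.64-fold lower at 4 weeks (385 ± 88.1 against 808 ± 43 and 1230 ± 197, adjusted p = 2.4e-05) and highest in C57 at 2 weeks. The probe set named Trim5, 1442693_at, was highest in NON at 4 weeks (1240 against 305 in NOD and 450 in C57, adjusted p = 0.00024). Trim6 had a higher mean in NOD at 2 weeks (204 ± 79.7 in NOD, 139 ± 113 in NON and 89.7 ± 37 in C57, adjusted p = 0.46) and did not differ at 4 weeks (adjusted p = 0.98). Second probe sets followed in part. At 2 weeks Trim12c was 2.88-fold lower on 1445271_at (adjusted p = 0.023), Trim30a on 1451860_a_at was high in C57 (418 in NOD, 398 in NON and 828 in C57), and those of Trim12a, Trim30d and Trim34a did not differ (adjusted p of 0.23, 0.37 and 0.66). At 4 weeks those of Trim12c (4.28-fold lower, adjusted p = 0.0094) and Trim30a (1.5-fold lower, adjusted p = 0.046) followed. Those of Trim12a (0.927 of the controls), Trim34a (0.858, adjusted p = 0.68) and Trim30d (0.316, adjusted p = 0.22) did not pass. The study named 4 genes of this list from the same mice, so the list is not independent evidence.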

The major functional categories (as determined by us based on information obtained from literature searches) included immune response, apoptosis, ubiquitination, transporters, transcription and protein synthesis, and enzymes (including those involved in phosphorylation) at both ages. Several genes did not fall in one major group, thus were listed under “Other”. Probe sets of unknown identification/function are listed under “Unknown”. Of note, a number of these genes have been reported to be linked to T1D risk. For example, Ly6c1 and Trim 5 belong to a previously identified IRF7-driven expression network that is linked to TID risk [21]. Ly6c1, Trim 12 and Trim 30 are linked to a defect in T cell negative selection and have been previously identified as T1D candidate genes [22].

**Figure 1:**
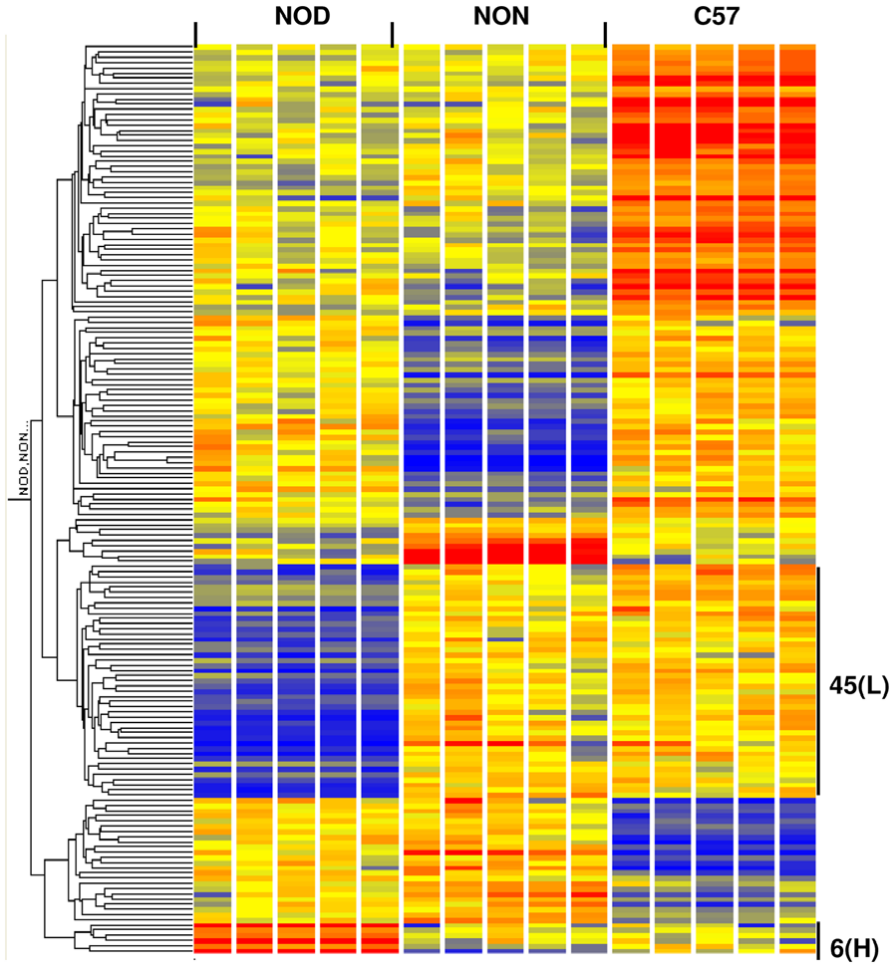
Hierarchical clustering of 175 genes with highly significant expression differences between strains at 2 weeks. The list was generated by one-way ANOVA of 24,959 probe sets (p<0.005, Benjamini-Hochberg multiple test correction). A total of 51 genes were differentially expressed in NOD mice relative to both control strains (NON and C57BL/6, C57): 45 were of lower expression (L) and 6 were of higher expression (H) in NOD mice. The color intensity of the rectangles representing each gene for each sample indicates the degree of increase (red) or decrease (blue) of the gene expression signal relative to the mean signal intensity (yellow).

**Figure 2:**
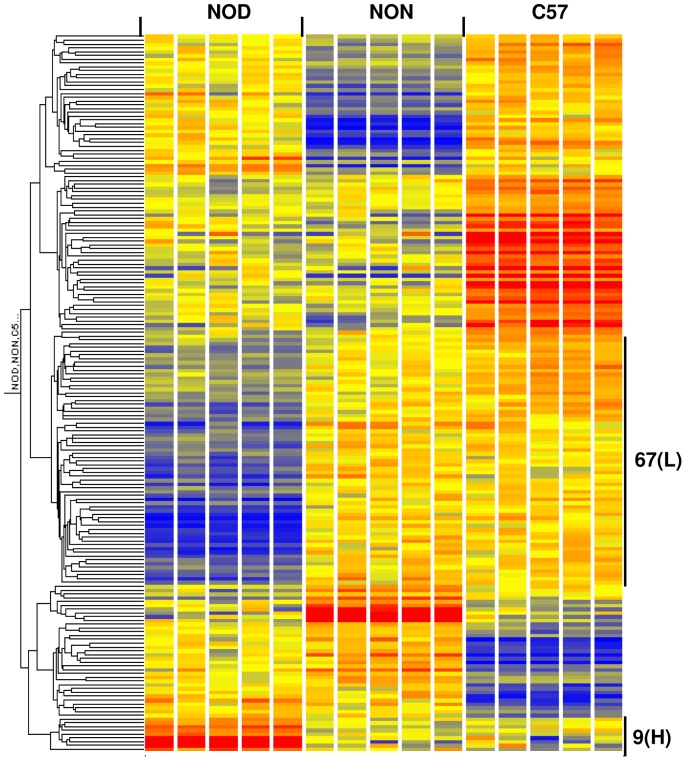
Hierarchical clustering of 189 genes with highly significant expression differences between strains at 4 weeks. The list was generated by one-way ANOVA of 24,959 probe sets (p<0.005, Benjamini-Hochberg multiple test correction). A total of 76 genes were differentially expressed in NOD mice relative to both control strains (NON and C57BL/6): 67 were of lower expression (L) and 9 were of higher expression (H) in NOD mice. The color intensity of the rectangles representing each gene for each sample indicates the degree of increase (red) or decrease (blue) of the gene expression signal relative to the mean signal intensity (yellow).

**Table 1:** Transcripts with highly significant expression differences in spleen leukocytes of 2 week old NOD mice compared to two control strains.

Probe Set ID	Gene Symbol	Fold Change	Adjusted p-value	Description
**Immune response**				
**1457769_at (H)**	**H60A**	**29.75**	**2.41e-5**	**histocompatibility 60a**
**1443858_at**	**Trim5**	**−20.14**	**0.000656**	**tripartite motif protein 5**
**1442338_at**	**Tnfrsf14**	**−8.68**	**0.00367**	**tumor necrosis factor receptor superfamily, member 14**
**1450355_a_at**	**Capg**	**−5.9**	**8.87e-5**	**capping protein (actin filament), gelsolin-like**
**1421571_a_at**	**Ly6c1**	**−5.15**	**0.00029**	**lymphocyte antigen 6 complex, locus C1**
1437937_at (H)	Ccbp2	2.77	0.000834	Chemokine binding protein 2
1449991_at (H)	Cd244	2.74	0.00099	CD244 molecule, natural killer cell receptor 2B4
**Apoptosis**				
**1423747_a_at**	**Pdk1**	**−5.14**	**6.47e-5**	**pyruvate dehydrogenase kinase, isoenzyme 1**
1438454_at	Pten	−4.22	0.000953	Phosphatase and tensin homolog
**Ubiquitination**				
**1437432_a_at**	**Trim12**	**−26.06**	**3.39e-5**	**tripartite motif protein 12**
**1437007_x_at**	**Usp39**	**−7.80**	**6.47e-5**	**ubiquitin specific protease 39**
1446608_at	Cbl	−5.98	0.00487	Casitas B-lineage lymphoma
1428592_s_at	Usp38	−2.38	0.000396	ubiquitin specific protease 38
**Transporters**				
**1451602_at**	**Snx6**	**−17.31**	**0.000834**	**sorting nexin 6**
1417600_at	Slc15a2	−6.88	0.00179	solute carrier family 15 (H+/peptide transporter), member 2
**1416629_at**	**Slc1a5**	**−4.53**	**0.00428**	**solute carrier family 1, member 5**
1418473_at	Cutc	−1.79	0.00391	cutC copper transporter homolog (E.coli)
**Transcription**				
1439780_at	Rpl7l1	−6.12	0.000895	ribosomal protein L7-like 1
**1449648_s_at**	**Rpo1-1**	**−3.86**	**0.00109**	**RNA polymerase 1-1 (Ingenuity symbol: POLR1C)**
1424170_at	Phf5a	−2.16	0.000608	PHD finger protein 5A
**Protein biosynthesis**				
**1454714_x_at**	**Phgdh**	**−10.28**	**3.11e-5**	**phosphoglycerate dehydrogenase**
1448472_at	Vars	−4.14	0.000382	valyl-tRNA synthetase 2
**1417762_a_at**	**Rpl8**	**−2.13**	**0.00348**	**ribosomal protein L8**
1455887_at	Alg8	−1.17	0.000555	Asparagine-linked gylcosylation 8 homolog
**Phosphorylation**				
1446130_at	Pctk2	−7.98	0.00453	PCTAIRE-motif protein kinase 2
**1416770_at**	**Stk25**	**−2.98**	**0.000365**	**serine/threonine kinase 25 (yeast)**
1448450_at	Ak2	−1.60	0.00206	adenylate kinase 2
**Enzymes**				
1421802_at	Ear1	−103.15	0.00138	eosinophil-associated, ribonuclease A family, member 1
**1416494_at**	**Ndufs5**	**−6.89**	**0.000102**	**NADH dehydrogenase (ubiquinone) Fe-S protein 5**
1427441_a_at	Suclg2	−2.64	0.000354	succinate-Coenzyme A ligase, GDP-forming, beta subunit
1451277_at	Zadh2	−1.50	0.00236	zinc binding alcohol dehydrogenase, domain containing 2
**Other**				
**1417461_at (H)**	**Cap1**	**25.17**	**3.96e-5**	**CAP, adenylate cyclase-associated protein 1 (yeast)**
**1456635_at**	**Sp110**	**−9.89**	**3.07e-5**	**Sp110 nuclear body protein**
**1416479_a_at**	**Tmem14c**	**−9.30**	**2.41e-5**	**transmembrane protein 14C**
1435553_at	Pdzd2	−9.25	0.000938	PDZ domain containing 2
1416503_at	Lxn	−3.32	0.00231	Latexin
**1434441_at**	**C9orf21**	**−3.23**	**7.15e-5**	**chromosome 9 open reading frame 21(peroxiredoxin (PRX)-like 2 family)**
**1436061_at**	**Chaf1a**	**−3.03**	**0.00139**	**chromatin assembly factor 1, subunit A (p150)**
**1435745_at**	**5031439G07Rik**	**−2.94**	**0.00164**	**chromosome 22 open reading frame 9 (C22ORF9)**
**1435660_at (H)**	**LOC434484**	**2.79**	**0.000271**	**similar to SP140 nuclear body protein; nuclear body protein Sp140**
1418072_at	Hist1h2bi	−2.77	0.000993	histone cluster 1, H2bi
1459827_x_at	Hps1	−2.40	0.00083	Hermansky-Pudlak syndrome 1 homolog (human)
1436836_x_at	Cnn3	−2.00	7.15e-5	calponin 3, acidic
**Unknown**				
1426936_at	LOC215866	−15.28	0.000834	Mus musculus, cDNA clone IMAGE:3493956, mRNA
**1417822_at**	**D17H6S56E-5**	**−7.76**	**6.43e-7**	**DNA segment, Chr 17, human D6S56E 5**
**1440214_at**	**A630001G21Rik**	**−4.04**	**0.00083**	**RIKEN cDNA A630001G21 gene**

Statistical analysis of mRNA expression data by 1-way-ANOVA (Benjamini-Hochberg, p<0.005) followed by hierarchical clustering identified 51 probe sets (representing 47 different genes) that were differentially expressed in spleen leukocytes of 2 week old NOD mice compared to two control strains (NON and C57BL/6); H, indicates 5 genes (∼11%) with significantly higher expression in NOD relative to controls; the rest, 42 (∼89%) had significantly lower expression in NOD. Fold change (FC) was calculated by ratio of means of expression in NOD mice versus controls; FC of genes of lower expression in NOD are indicated by negative values. We assigned the genes to selected functional categories based on information obtained by searches of public databases. Genes highlighted with **bold font** were differentially expressed at both 2 and 4 weeks.

**Table 2:** Transcripts with highly significant expression differences in spleen leukocytes of 4 week old NOD mice compared to two control strains.

Probe Set ID	Gene Symbol	Fold Change	Adjusted p-value	Description
**Immune response**				
**1457769_at (H)**	**H60A**	**26.55**	**7.49e-5**	**histocompatibility 60a**
**1443858_at**	**Trim5**	**−17.29**	**0.00179**	**tripartite motif protein 5**
**1442338_at**	**Tnfrsf14**	**−6.78**	**0.000529**	**tumor necrosis factor receptor superfamily, member 14**
**1421571_a_at**	**Ly6c1**	**−4.61**	**1.76e-5**	**lymphocyte antigen 6 complex, locus C1**
1427799_x_at (H)	Igk	4.46	0.000109	immunoglobulin kappa chain variable 21 (V21)-4
**1450355_a_at**	**Capg**	**−3.95**	**3.64e-6**	**capping protein (actin filament), gelsolin-like**
1451965_at	Igk	−3.65	0.000255	Mouse mRNA for immunoglobulin kappa variable region
1424948_x_at (H)	H2-D1	2.89	0.00039	major histocompatibility complex, class I, C
1422188_s_at	Tcrg-V4	−2.81	0.00156	T-cell receptor gamma, variable 4
1426112_a_at	Cd72	−2.55	0.00206	CD72 antigen
1425477_x_at (H)	H2-Ab1	2.40	0.00402	major histocompatibility complex, class II, DQ beta 2
1425436_x_at	Klra7	−2.30	0.000858	killer cell lectin-like receptor, subfamily A, member 7
1448706_at	Ttrap	−2.08	0.00344	Traf and Tnf receptor associated protein
1442219_at	Ms4a4b	−2.07	0.00206	membrane-spanning 4-domains, subfamily A, member 4B
1456426_at	Clec2i	−1.93	0.0029	C-type lectin domain family 2, member i
1460204_at	Tec	−1.89	0.00292	cytoplasmic tyrosine kinase, Dscr28C related (Drosophila)
1419481_at	Sell	−1.88	0.00402	selectin, lymphocyte
1460431_at	Gcnt1	−1.80	0.00234	glucosaminyl (N-acetyl) transferase 1, core 2
1448862_at	Icam2	−1.66	0.0031	intercellular adhesion molecule 2
**Apoptosis**				
1431708_a_at	Tia1	−12.96	2.25e-5	TIA1 cytotoxic granule-associated RNA binding protein 1
**1423747_a_at**	**Pdk1**	**−6.65**	**1.99e-5**	**pyruvate dehydrogenase kinase, isoenzyme 1**
1455287_at	Cdk6	−2.74	0.00276	Cyclin-dependent kinase 6
1437393_at	Prkca	−2.28	0.00282	protein kinase C, alpha
1434312_at	Arf6	−1.98	0.00342	ADP-ribosylation factor 6
1419706_a_at	Akap12	−1.88	0.00319	A kinase (PRKA) anchor protein (gravin) 12
**Ubiquitination**				
**1437432_a_at**	**Trim12**	**−51.45**	**6.17e-6**	**tripartite motif protein 12**
**1437007_x_at**	**Usp39**	**−5.28**	**0.00123**	**ubiquitin specific protease 39**
1424857_a_at	Trim34	−2.64	6.22e-5	tripartite motif protein 34
**Transporters**				
**1451602_at**	**Snx6**	**−8.74**	**0.00377**	**sorting nexin 6**
**1416629_at**	**Slc1a5**	**−2.97**	**0.000477**	**solute carrier family 1, member 5**
1426775_s_at (H)	Scamp1	2.33	0.00269	secretory carrier membrane protein 1
1433898_at	Slc25a30	−1.93	0.00261	solute carrier family 25, member 30
1460224_at	Snx2	−1.63	0.00427	sorting nexin 2
**Transcription**				
1440845_at	Dmtf1	−12.13	3.64e-6	cyclin D binding myb-like transcription factor 1
1441823_at	Ria17	−7.04	0.000744	retinoic acid induced 17/Zinc finger, MIZ-type containing 1
**1449648_s_at**	**Rpo1-1**	**−3.19**	**0.00241**	**RNA polymerase 1-1**
1417961_a_at	Trim30	−2.99	0.00123	tripartite motif protein 30
1428662_a_at	Hopx	−2.24	0.00354	homeobox only domain, MGI:1916782
1433599_at	Baz1a	−1.96	0.00343	bromodomain adjacent to zinc finger domain 1A
**Protein biosynthesis**				
**1454714_x_at**	**Phgdh**	**−5.33**	**3.14e-5**	**phosphoglycerate dehydrogenase**
**1417762_a_at**	**Rpl8**	**−2.01**	**0.00015**	**ribosomal protein L8**
1420994_at	B3gnt5	−1.89	0.00292	UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 5
**Phosphorylation**				
1451253_at	Pxk	−2.99	0.00142	PX domain containing serine/threonine kinase
**1416770_at**	**Stk25**	**−2.35**	**0.00214**	**serine/threonine kinase 25 (yeast)**
**Enzymes**				
**1416494_at**	**Ndufs5**	**−7.24**	**1.33e-5**	**NADH dehydrogenase (ubiquinone) Fe-S protein 5**
1448942_at (H)	Gng11	3.64	0.00247	guanine nucleotide binding protein (G protein), gamma 11
1447458_at	St3gal4	−2.92	0.00214	ST3 beta-galactoside alpha-2,3-sialyltransferase 4
1453109_at	Arsk	−2.87	0.00113	Arylsulfatase K
1455734_at	Crbn	−2.41	0.00214	cereblon
1436494_x_at	Trmt1	−2.23	0.00478	Trm1 tRNA methyltransferase 1homolog (yeast)
1417316_at	Them2	−1.81	0.00214	thioesterase superfamily member 2
1424043_at	Ppil4	−1.58	0.00223	peptidylprolyl isomerase (cyclophilin)-like 4
**Other – partial list; other genes are listed below in the legend.**				
**1417461_at (H)**	**Cap1**	**29.41**	**0.00017**	**CAP, adenylate cyclase-associated protein 1 (yeast)**
**1456635_at**	**Sp110**	**−13.82**	**2.10e-5**	**Sp110 nuclear body protein**
**1416479_a_at**	**Tmem14c**	**−7.51**	**6.15e-5**	**Transmembrane protein 14C**
**1436061_at**	**Chaf1a**	**−7.05**	**0.00185**	**chromatin assembly factor 1, subunit A (p150)**

Statistical analysis of mRNA expression data by 1-way-ANOVA (Benjamini-Hochberg, p<0.005) followed by hierarchical clustering identified 76 probe sets (representing 72 different genes) that were differentially expressed in spleen leukocytes of 4 week old NOD mice compared to two control strains (NON and C57BL/6); H, indicates 8 genes (∼11%) with significantly higher expression in NOD relative to controls; the rest, 68 (∼89%) had significantly lower expression in NOD. Fold change (FC) was calculated by ratio of means of expression in NOD mice versus controls; FC of genes of lower expression in NOD are indicated by negative values. We assigned the genes to selected functional categories based on information obtained by searches of public databases. Other genes under “Other” include: Fcrla, Otu1, Ankrd16, Treml2, Plekha2, Fam3c, 0610039P13Rik, Fam65b, Pyhin1, **5031439G07Rik, C9orf21, LOC434484 (H)**; Unknown genes include: **D17H6S56E-5, A630001G21Rik**, A530030E21Rik. Genes highlighted with **bold font** were differentially expressed at both 2 and 4 weeks.

To identify genes likely associated directly with initiation of insulitis, we compared the trascriptomes of 2 week old NOD mice with those of 4 week old mice, with reference to corresponding comparative analyses of the control strains. Statistical analysis of the mRNA expression datasets by unpaired t-test (p<0.001, no MTC) followed by Venn diagram analysis identified 66 probe sets (representing 65 different genes, Table 3), 122 probesets (representing 120 genes, Table S2) and 105 probesets (representing 104 genes; Table S3) that were uniquely differentially expressed in spleen leukocytes of NOD, NON and C57BL/6 mice, respectively. 

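In NOD mice the signal of 1 probe set of Ighg, the IgG heavy chain, rose 9.6-fold, from 118 ± 42.3 at 2 weeks to 1130 ± 529 at 4 weeks (SD, n = 5, log2 change 3.06, standard error 0.62, limma adjusted p = 0.027), and a second Ighg probe set went from 81.6 ± 19.2 to 519 ± 288 (adjusted p = 0.071). Ighm, the IgM heavy chain, went from 77.6 ± 20.1 to 704 ± 513 on 1425385_a_at (adjusted p = 0.071). Tigar, a regulator of glycolysis, fell 5.5-fold in NOD, from 148 ± 43.5 to 26.9 ± 12.6 (adjusted p = 0.045). In NON mice the platelet chemokine gene Ppbp fell 6.82-fold (818 ± 469 to 120 ± 60.5, adjusted p = 0.015), Dtl, which acts in DNA replication, fell 8.57-fold (adjusted p = 0.013), and the centromere gene Cenpp fell 5.05-fold (adjusted p = 0.013). Gbp6, an interferon-induced GTPase, rose 5.7-fold (66.2 ± 56.2 to 377 ± 126, adjusted p = 0.02, and 8.94-fold without NON replicate 2 of 2 weeks). In C57 mice Dntt, the terminal transferase of lymphocyte precursors, fell 11.6-fold from 709 ± 365 to 61.4 ± 15.5 (adjusted p = 0.00097), Elane, the neutrophil elastase of granulocyte precursors, 4.98-fold (adjusted p = 0.00097), and Mcpt8, a basophil protease, 5.28-fold (adjusted p = 0.00079). At an unadjusted p under 0.001, 245 probe sets changed with age in NOD, 759 in NON and 311 in C57, and 140 (103 genes), 616 (486 genes) and 167 (145 genes) did so in that strain and in neither of the others. After Benjamini-Hochberg adjustment, 82, 755 and 200 changed at an adjusted p under 0.05. Each call of a change in a single strain rests on a threshold missed in the others. The difference itself, the age change in NOD against the mean of the controls, passed for 0 probe sets at an adjusted p under 0.05 in limma (2455 at an unadjusted p under 0.05). Left-out mice moved the counts: 90 in NOD alone without NOD replicate 3 of 2 weeks and 233 without NOD replicate 2 of 4 weeks, 317 in NON alone without NON replicate 5 of 2 weeks, and 108 in C57 alone without C57 replicate 2 of 2 weeks.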

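Of the 140 probe sets that changed with age in NOD and in neither control strain, 46 were higher at 4 weeks and 94 lower, or 32.9% higher (95% exact binomial interval 25.2% to 41.3%, which treats probe sets as independent). In NON mice 369 were higher and 247 lower, or 59.9% (55.9% to 63.8%). In C57 mice 30 were higher and 137 lower, or 18% (12.5% to 24.6%). The genes that rose in NOD included Ighg, and those that fell included 1440974_at (3.62-fold, adjusted p = 0.016, and 6.56-fold without NOD replicate 2 of 4 weeks). In NON, 1439537_at rose 8.51-fold (adjusted p = 0.0065) and 1441794_at 8.19-fold (adjusted p = 0.0088), while Dcaf7 fell 9.58-fold (adjusted p = 0.022) and Gfi1b, a regulator of erythroid and megakaryocyte cells, 5.96-fold (adjusted p = 0.017, and 11.1-fold without NON replicate 4 of 4 weeks). In C57, the receptor gene Met fell 8.95-fold (adjusted p = 0.006) and the transcription factor gene Tfec 9.34-fold (adjusted p = 0.0065, and 16-fold without C57 replicate 2 of 4 weeks). The shares depended on single mice and on the test. That in NOD was 45.6% without NOD replicate 3 of 2 weeks and 19.7% without NOD replicate 2 of 4 weeks, and 50.6% higher by the methods' t-test, by which the shares in NON and C57 were 38.7% and 27.8%. In C57 the share was 27.3% without C57 replicate 3 of 4 weeks.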

Expression of ∼62% [40] of the NOD-specific age differences was upregulated at 4 weeks compared to expression at 2 weeks of age (Table 3), in contrast to 45% and ∼26% in NON and C56BL/6 mice, respectively. 

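Of the 6 genes that follow, 2 changed with age in NOD mice at an adjusted p under 0.05 in limma. The paper called the 6 by another test and at another threshold, an unadjusted p under 0.001. By the paper's own test, all of them but Ifit3 reached that threshold here. In limma, Ifih1 and Plcd4 (on 1432928_at) reached it and the others did not. Ifih1, a sensor of viral RNA, rose from 99.9 ± 19.5 at 2 weeks to 199 ± 25.4 at 4 weeks (SD, n = 5, log2 change 0.94, standard error 0.21, limma adjusted p = 0.043), while it was at 173 ± 47.3 and 209 ± 59.8 in NON (adjusted p = 0.67) and at 132 ± 19.1 and 156 ± 16.4 in C57 (adjusted p = 0.95). Plcd4, a phospholipase C, rose 6.37-fold on 1432928_at, from 38.6 ± 11.9 to 246 ± 65 (adjusted p = 0.039), and was at 117 ± 121 and 225 ± 29.7 in NON (adjusted p = 0.16) and at 137 ± 64 and 101 ± 89.6 in C57 (adjusted p = 0.93). Its other probe set, 1432927_at, did not change (adjusted p = 0.92). Ifit3, an interferon-induced gene, went from 119 ± 19.4 to 223 ± 53 in NOD (log2 0.83, adjusted p = 0.28), and from 132 ± 57.8 to 253 ± 44.6 in C57 (log2 0.97, adjusted p = 0.14). Pdcd1lg2, the PD-1 ligand PD-L2, went from 166 ± 20.7 to 264 ± 36.3 in NOD (adjusted p = 0.32). The kinase gene Mapk4 went from 209 ± 71.2 down to 54.4 ± 25.7 in NOD (log2 -1.78, adjusted p = 0.32), and Il17rb, a receptor of IL-25, from 67.3 ± 13.4 to 110 ± 9.67 (adjusted p = 0.37). Against the mean of the controls, the age change in NOD passed for none of the 6 (adjusted p from 0.65 to 1). The adjustment was over all probe sets. The unadjusted p of this limma test was 0.0041 for Plcd4 on 1432928_at, 0.0097 for Ifih1 and 0.028 for Mapk4. It was 0.52 for the other Plcd4 probe set, and 0.091, 0.39 and 0.99 for Il17rb, Pdcd1lg2 and Ifit3.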

Unlike the gene lists of the control strains, the list of NOD mice consisted of several molecules involved in immune activation (e.g. Plcd4, Mapk4, Ifit3, Pdcd1lg2, Ifih1, IL17rb).

**Table 3:** Transcripts significantly differentially expressed in spleen leukocytes between 2 weeks and 4 weeks of age in NOD mice but not in two control strains.

Probe Set ID	Gene Symbol	Fold Change	Regulation at 4 wks	p-value	Description
1459452_at	Cml2	27.32	up	0.000959	camello-like 2
1418086_at	Ppp1r14a	15.68	up	0.001	protein phosphatase 1, regulatory (inhibitor) subunit 14A
1424631_a_at	Ighg	11.77	up	7.21e-5	Immunoglobulin heavy chain (gamma polypeptide)
1435987_x_at	1110059G02Rik	8.3	up	0.000645	RIKEN cDNA 1110059G02 gene
1440771_at	Zkscan1	−7.59	down	0	zinc finger with KRAB and SCAN domains 1
1431640_at	4933431J24Rik	7.37	up	0.00056	RIKEN cDNA 4933431J24 gene
1432928_at	Plcd4	6.93	up	5.25e-6	phospholipase C, delta 4
1425385_a_at	Ighm	6.9	up	0.000779	immunoglobulin heavy constant mu
1437986_x_at	Fuk	6.63	up	9.22e-5	fucokinase
1444140_at	Pum1	−6.43	down	0.000796	pumilio 1 (PUF family RNA-binding protein)
1452358_at	Rai2	5.67	up	7.14e-5	retinoic acid induced 2
1426174_s_at	Ighg	5.45	up	0.000444	Immunoglobulin heavy chain (gamma polypeptide)
1423243_at	Mpp1	−4.79	down	0.000209	membrane protein, palmitoylated 1, 55kDa
1432782_at	4933435C09Rik	4.63	up	4.78e-5	RIKEN cDNA 4933435C09 gene
1441524_at	Tec	4.53	up	0.001085	cytoplasmic tyrosine kinase, Dscr28C related (Drosophila)
1439855_at	Tmtc1	−4.48	down	0.0003	transmembrane and tetratricopeptide repeat containing 1
1426547_at	Gc	4.21	up	1.41e-5	group-specific component (vitamin D binding protein)
1435367_at	Mapk4	−4.08	down	0.000806	mitogen-activated protein kinase 4
1453957_a_at	Igf2bp3	−4.03	down	0.00029	insulin-like growth factor 2 mRNA binding protein 3
1441710_at	4930479D17Rik	−3.57	down	0.001082	RIKEN cDNA 4930479D17 gene
1447934_at	C12orf5	−3.55	down	0.000111	chromosome 12 open reading frame 5
1451492_at	Sla2	3.53	up	7.55e-5	Src-like-adaptor 2
1441955_s_at	Paip1	3.30	up	0.000908	poly(A) binding protein interacting protein 1
1444416_at	CenpA	−3.23	down	0.000564	centromere protein A
1432162_s_at	Ptar1	3.10	up	0.000509	protein prenyltransferase alpha subunit repeat containing 1
1453760_at	Mier1	−3.01	down	0.000385	mesoderm induction early response 1 homolog (Xenopus laevis)
1432530_s_at	Boll	2.97	up	0.000906	bol, boule-like (Drosophila)
1430717_at	Fam83e	2.84	up	0.000592	family with sequence similarity 83, member E
1449306_at	Hsf2	2.67	up	0.000948	heat shock transcription factor 2
1449306_at	Rps4y2	−2.62	down	0.000292	ribosomal protein S4, Y-linked 2
1434405_at	Fnip1	−2.46	down	0.000305	folliculin interacting protein 1
1459227_at	953001807Rik	2.40	up	0.000204	RIKEN cDNA 9530018I07 gene
1429754_a_at	1700110I01Rik	2.40	up	0.000381	predicted gene 5957
1426041_a_at	Fgd4	−2.34	down	0.000524	FYVE, RhoGEF and PH domain containing 4
1442315_at	Foxd2	2.28	up	0.000931	forkhead box D2
1446698_at	Lpp	−2.27	down	0.000523	LIM domain containing preferred translocation partner in lipoma
1449153_at	Mmp12	2.22	up	0.000549	matrix metallopeptidase 12 (macrophage elastase)
1437230_at	Kcna1	−2.22	down	0.001029	potassium voltage-gated channel, shaker-related subfamily, member 1 (episodic ataxia with myokymia)
1426218_at	Glcci1	−2.19	down	0.000131	glucocorticoid induced transcript 1
1424698_s_at	Gca	−2.13	down	0.001086	grancalcin, EF-hand calcium binding protein
1420731_a_at	Csrp2	−2.05	down	9.09e-5	cysteine and glycine-rich protein 2
1427471_at	Fbxl3	−2.02	down	0.000372	F-box and leucine-rich repeat protein 3
1427718_a_at	Mdm2	−1.97	down	0.001089	Mdm2, p53 E3 ubiquitin protein ligase homolog (mouse)
1420330_at	Clec4e	1.94	up	0.000866	C-type lectin domain family 4, member E
1435856_x_at	Smarcb1	−1.89	down	0.000589	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily b, member 1
1416107_at	Hmp19	1.83	up	0.001088	HMP19 protein, neuron specific gene family member 2
1425294_at	Slamf8	1.83	up	0.000142	SLAM family member 8
1443884_at	Thada	1.80	up	0.00066	thyroid adenoma associated
1449025_at	Ifit3	1.73	up	0.000955	interferon-induced protein with tetratricopeptide repeats 3
1419634_a_at	Ghrh	1.73	up	0.000456	growth hormone releasing hormone
1450290_at	Pdcd1lg2	1.67	up	0.000798	programmed cell death 1 ligand 2
1426276_at	Ifih1	1.64	up	0.000163	interferon induced with helicase C domain 1
1454799_at	AgpaT9	−1.64	down	0.000332	1-acylglycerol-3-phosphate O-acyltransferase 9
1460651_at	Lat	1.61	up	0.000971	linker for activation of T cells
1416087_at	Ap1s1	−1.50	down	0.000297	adaptor-related protein complex 1, sigma 1 subunit
Genes with fold change of <1.5 and their regulation at 4 weeks are listed in the legend.					

Statistical analysis of mRNA expression data by unpaired t-Test (p<0.001) followed by Venn diagram analysis identified 66 probe sets (representing 65 different genes) that were uniquely differentially expressed in spleen leukocytes of NOD mice between 2 and 4 weeks of age in comparison to two control strains, NON and C57BL/6. Fold change (FC) was calculated by ratio of means of expression at 2 weeks versus 4 weeks; FC of genes of lower expression at 4 weeks (compared to 2 weeks) are indicated by negative values. Genes with FC<1.5 (and their FC values) included: Syt11 (1.47), Snap47 (1.46), Cklf (−1.45), Cd274 (1.43), Heatr7a (1.42), Fam76b (−1.41), Npsr1 (1.39), Nrn1 (1.38), Eef2k (1.24), Tomm34 (1.21), and IL17rb (1.2). Expression of approximately 62% (40) of the genes was upregulated at 4 weeks compared to expression at 2 weeks of age.

### Identification of differentially expressed proteins in spleen leukocytes from NOD mice at the preinsulitis stage of autoimmune diabetes

To identify differentially expressed proteins, we analyzed protein extracts that were simultaneously obtained from the same samples that generated the RNA as described previously [14]. Supplemental figure S3 shows an example of the 2D-gels that were produced by the protein extracts. We conducted a one-way ANOVA on a total of 382 spots to identify proteins with statistically significant (p<0.05) expression differences between strains. We found that 19 and 26 spots had strain differences at 2 and 4 weeks, respectively, of which 11 and 8, respectively, were differentially expressed in NOD compared to both control strains. Of the proteins differentially expressed in NOD only, we identified 9 at two weeks (6 lower, 3 higher in NOD) and 7 at 4 weeks (4 lower, 3 higher) (Table 4). In some cases, we identified two proteins from a single spot (423, 441, 523), likely due to proximity in their respective molecular weights. In other cases, a single protein was identified from two different spots (Lmnb1 and Lcp1 from 423 and 532, and Hspa8 from 471 and 601), likely due to post-translational modifications of the protein. Although, no proteins were common to the proteome datasets of 2 and 4 week old mice, our functional categorization showed that apoptosis (the major functional category represented) was common to both age groups.

**Table 4:** Proteins with significant expression differences in spleen leukocytes of 2 week and 4 week old NOD mice compared to two control strains and their expression differences at RNA level.

Spot ID	Fold Change (FC)	Proteins identified	p-value at RNA level (FC)	Description
**2 week**				
149 (H)	3.08	Clip1	NS	Cap-Gly domain containing linker protein 1
190	−2.39	Hsp90ab1	0.02 (−1.26)	Heat shock protein1, beta
532	−1.82	Lmnb1 and Lcp1	NS	Lamin B1 and Lymphocyte cytosolic protein 1, respectively
441	−1.80	Tuba1 and Vim	NS	Tubulin alpha 1 and Vimentin, respectively
24 (H)	1.78	Hspa9	0.03 (−1.22)	Heat shock protein 9A
423	−1.74	Lmnb1 and Lcp1	NS	Lamin B1 and Lymphocyte cytosolic protein 1, respectively
471	−1.65	Hspa8	NS	Heat shock protein 8
601	−1.50	Hspa8	NS	Heat shock protein 8
618 (H)	1.33	Gopc	NS	Golgi associated PDZ and coiled-coil motif containing
45 (H)	1.74	unidentified	unknown	not available
702 (H)	1.36	unidentified	unknown	not available
**4 week**				
74 (H)	6.61	Arhgdib	NS	Rho, GDP dissociation inhibitor (GDI) beta
72 (H)	6.44	S100a5	0.03 (1.78)	S100 calcium binding protein A5
132	−3.45	Ctnna1	NS	Catenin alpha 1
295 (H)	2.11	Hspd1	NS	Heat shock protein 1(chaperonin)
430	−2.00	Ppp5c	NS	Protein phosphatase 5, catalytic subunit
390	−1.91	Serpinb1a	0.006 (−1.37)	Serine (or cysteine) proteinase inhibitor, clade B, member 1a
225	−1.88	Wdr1	NS	WD repeat domain 1
485	−1.83	unidentified	NS	not available

Statistical analysis of protein expression data by 1-way-ANOVA (p<0.05) followed by hierarchical clustering identified 11 and 8 spots that were differentially expressed in spleen leukocytes of 2 week and 4 week old NOD mice, respectively, compared to two control strains (NON and C57BL/6); H, indicates spots that were of higher expression in NOD, all other spots were of lower expression in NOD mice. We identified proteins in 9 and 7 of the spots at 2 and 4 weeks, respectively. We also analyzed expression differences of the identified proteins at the RNA level using the microarray (mRNA) dataset; NS, indicates no significance in gene expression between NOD and control strains. Fold change (FC) was calculated by ratio of means of expression in NOD mice versus controls; FC of spots/genes of lower expression in NOD are indicated by negative values.

### Integration of the transcriptome and proteome data

Inspection of the lists of proteins or transcripts that were differentially expressed in NOD relative to control strains revealed no overlap between them. 

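RNA of the genes behind the proteins of Table 4 did not set NOD mice apart from both controls at any adjusted p under 0.05. Lcp1, the leukocyte actin-bundling protein L-plastin, was the exception in another direction. Its RNA was low in NON, at 1000 ± 201 (SD, n = 5), against 2980 ± 428 in NOD and 4340 ± 529 in C57 at 2 weeks (limma adjusted p = 9.3e-07). Adjusted over the list alone, Lcp1 was the 1 gene that differed between the strains at 2 weeks, and 0 differed at 4 weeks, where 2 had an unadjusted p under 0.05 in the same limma test (Ctnna1 and Serpinb1a). Vim, which encodes the intermediate filament vimentin, had an RNA signal of 4430 ± 972 in NOD, 4670 ± 1870 in NON and 5720 ± 331 in C57 (adjusted p = 0.53). Lmnb1, a nuclear lamin, was at 627 ± 294, 765 ± 364 and 777 ± 435 (adjusted p = 0.92), and the chaperone gene Hspa8 at 6620 ± 595, 7240 ± 559 and 6280 ± 1250 (adjusted p = 0.7). At 4 weeks, the mitochondrial chaperone gene Hspd1 was at 2310 ± 474, 2150 ± 278 and 2080 ± 441 (adjusted p = 0.87) and Arhgdib at 6970 ± 1370, 8140 ± 554 and 7780 ± 709 (adjusted p = 0.63). The protein values themselves were not analysed here.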

While expression of a gene at the mRNA and protein level does not always correlate, other factors may be at play in our study, including: a) protein spots detected on 2D gels do not represent the total expression of the gene at the protein level but often just one of many post-translationally modified form of the protein; b) the protein analysis only included proteins within the pI range of 4–7; c) the percentage of the total proteome covered was much smaller than that the percentage of the transcriptome; and d) different statistical thresholds were applied to the two datasets (Benjamini-Hochberg, p<0.005 vs. no MTC, p<0.05). To this end, we analyzed gene expression at the RNA level of the 16 proteins identified (at 2 and 4 weeks combined) using the statistical cut-off level that was applied to the proteome data set. 

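At an unadjusted p under 0.05, 1 of the 7 genes measured at 4 weeks was NOD-specific in its RNA, and none of the 8 measured at 2 weeks. Serpinb1a, an inhibitor of neutrophil proteases, was at 0.731 of the controls, with 1070 ± 154 in NOD, 1450 ± 237 in NON and 1470 ± 300 in C57 (SD, n = 5, limma adjusted p = 0.24). S100a5, a calcium-binding protein gene, was at 168 ± 91 in NOD, 91.4 ± 28.9 in NON and 96.8 ± 35.1 in C57, a ratio of 1.78 (adjusted p = 0.49). In the contrast of NOD with the mean of the controls, both genes had an unadjusted p under 0.05. The mitochondrial chaperone gene Hspa9 was at 1140 ± 339 in NOD and 1140 ± 231 in C57, below NON at 1640 ± 284 (adjusted p = 0.25). It and Lcp1 differed between the strains at 2 weeks with NON as the odd strain. At 4 weeks Ctnna1, the adhesion protein alpha-catenin, was lowest in C57 (544 ± 150 in NOD, 630 ± 158 in NON and 373 ± 65.9 in C57, adjusted p = 0.24). Hsp90ab1 was not analysed here.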

We found that 4 (Hsp90ab1, Hspa9, S100a5 and Serpinb1a) were also differentially expressed at the transcript level (Table 4). However, the majority were significantly differentially expressed only at the protein level. Thus, investigation at the proteome level allowed us to capture additional genes whose expression may be altered in NOD mice spleen leukocytes. 

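Most NOD-specific probe sets were low in NOD: 74.3% at 2 weeks (95% exact binomial interval 62.4% to 84%), 82.7% at 4 weeks (72.7% to 90.2%) and 80.6% of those called at both ages (64% to 91.8%). The same held for the probe sets that set NON apart, of which 75.6% (65.1% to 84.2%) were low in NON at 2 weeks and 77.6% (64.7% to 87.5%) at 4 weeks. Of those that set C57 apart, 33.3% (24.9% to 42.6%) and 35.4% (26% to 45.6%) were low in C57. The intervals treat probe sets as independent. Genes of very different function were among the low ones, such as the splicing factor gene Usp39 (7.8-fold lower at 2 weeks, adjusted p = 8.8e-07 from limma) and Suclg2, an enzyme of the TCA cycle (2.64-fold lower on 1427441_a_at, adjusted p = 0.0013). Suclg2 was also low on its other probe set, 1435841_s_at (822 in NOD against 2450 and 2250). For genes with probe sets that were not called, these had smaller differences as a group. They were picked by missing the call, which by itself makes their differences small. At 2 weeks, the genes called low had a median log2 difference of -2.14 on the called probe sets and of -0.10 on their 39 uncalled ones, of which 21 were lower and 3 differed at an adjusted p under 0.05. The medians at 4 weeks were -1.56 and -0.35, with 44 of 53 uncalled ones lower and 5 differing. For genes called high, the medians were 1.51 and 0.53 at 2 weeks and 1.73 and 0.54 at 4 weeks. For Usp39, the uncalled probe set was at 0.729 of the controls at 2 weeks (adjusted p = 0.24). After quantile normalization, the shares low in NOD were 75.7% and 81%.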

Overall, the data indicate that the vast majority of genes (88%) that are abnormally expressed in NOD spleen leukocytes in comparison to control strains are repressed and that regulation of abnormal expression may occur at either the RNA or protein level.

### Gene ontology (GO) enrichment analysis

To further understand the biological processes associated with abnormalities in the NOD mouse, we performed Gene ontology (GO) analysis of the NOD-specific strain differences using WebGestalt. Because GO analysis is better suited for larger gene lists, we used a slightly less stringent analysis for the transcriptome datasets to obtain expanded lists. Such bigger lists minimize the number of false negatives and increase the efficiency of GO classification. Thus, one-way ANOVA at cut-off p<0.05 with Benjamini-Hochberg followed by hierarchical clustering identified 187 (87% were of lower expression in NOD) and 327 (91% were of lower expression in NOD) NOD differentially expressed genes at 2 and 4 weeks, respectively. 

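With the wider threshold, an adjusted p under 0.05 from limma, 173 probe sets (125 genes) were NOD-specific at 2 weeks, 108 low and 65 high in NOD, or 62.4% low (95% exact binomial interval 54.8% to 69.7%). At 4 weeks there were 272 (197 genes), 201 low and 71 high, or 73.9% low (68.3% to 79%), and 77 probe sets (52 genes) were called at both ages, 60 low and 17 high. Of the probe sets the study lists for 2 weeks in Table S4, 150 of 187 had NOD as the odd strain, 99 of them at this threshold, and 162 (86.6%) were below the controls. Of those in Table S5 for 4 weeks, 264 of 326 had NOD as the odd strain, 201 at this threshold, and 297 (91.1%) were below. Genes that joined the list at this threshold include Exosc9 and Dcp2, which act in RNA decay, at 2 weeks, and Ebf1, the transcription factor of B cells, at 4 weeks. The count at 4 weeks was 178 without NOD replicate 4 of that age and 409 without NOD replicate 2.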

All the genes, including FC and adjusted p-values, are listed in Tables S4 (2 weeks) and S5 (4 weeks). Functional clustering of these genes revealed that the top ranked major biological process was metabolism (Table 5). The major unique biological process terms at 2 weeks were biosynthesis, amine metabolism and RNA processing, while those at 4 weeks were regulation of biological processes, immune system process (further categorized into defense response, and antigen processing and presentation), and apoptosis. 

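At 2 weeks, 3 lists of RNA and amino acid metabolism were lower in NOD mice by the test with a preset correlation, and none passed with an estimated one. Of 31 genes of RNA degradation, 2 were lower than the mean of the controls and none higher at an adjusted p under 0.05 in limma (2 lower adjusted over the list alone), with a median log2 difference of -0.07 (camera adjusted p = 0.0174, adjusted p = 0.276 with an estimated correlation). This shift did not pass after quantile normalization (-0.04, adjusted p = 0.169), with every probe set of a gene (0.01, adjusted p = 0.543) or without NOD replicate 5 (-0.05, adjusted p = 0.114). Exosc9, a subunit of the RNA exosome, was 2.55-fold lower (161 ± 54.4 in NOD, 488 ± 80.1 in NON and 334 ± 75.9 in C57, SD, n = 5, adjusted p = 0.003), and Dcp2, the decapping enzyme, 1.92-fold lower (adjusted p = 0.0049). Of 15 genes of serine, glycine and one-carbon metabolism, 1 was lower, Slc1a5 (2 over the list alone), with a median of -0.29 (camera adjusted p = 0.00293, adjusted p = 0.276 with an estimated correlation). Of 19 aminoacyl-tRNA synthetases, 1 was lower (1 over the list alone), with a median of -0.17 (camera adjusted p = 0.000401, adjusted p = 0.283 with an estimated correlation). It was Vars, the synthetase for valine, 4.14-fold lower at 160 ± 56.1 against 591 ± 164 and 731 ± 152 (adjusted p = 2.8e-05). At 4 weeks neither metabolic list was shifted (camera adjusted p = 0.751 and 0.719), while RNA degradation was lower by a median of -0.16 (camera adjusted p = 0.00127, adjusted p = 0.256 with an estimated correlation), again with Dcp2 and Exosc9 as the 2 lower genes. These adjusted p of single genes test NOD against the mean of the controls. GO annotation was not used here, and the lists were fixed before the data were examined. The study lists Vars, Phgdh and Slc1a5 in Table 1 from the same mice, so their calls are not independent evidence.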

Under the molecular function GO (Table 6), the common (i.e. enriched in both the 2 and 4 week gene lists) top ranked term was transferase activity. Catalytic activity was uniquely enriched at 2 weeks, while binding (accounting for more than half of the genes) was uniquely enriched at 4 weeks. Kinase activity was also a significant category but only at 4 weeks. The most salient features under the cellular component category (Table 6) were significant enrichment for mitochondrion at 2 weeks, and nucleus and external side of plasma membrane (including MHC protein complex) at 4 weeks. Gene Ontology analysis of the NOD differentially expressed proteins revealed involvement of the cytoskeleton, protein binding and response to stress.

**Table 5:** Enriched biological process Gene ontology (GO) categories for the lists of differentially expressed transcripts in spleen leukocytes from 2 and 4 week old NOD mice compared to two control strains.

	2 wk (187 genes)		4 wk (327 genes)	
GO category	# of genes in category	Adjusted p-value	# of genes in category	Adjusted p-value
**metabolism**	**84**	**3.78e-6**	**122**	**1.26e-3**
**macromolecule metabolism**	**58**	**9.39e-7**	**76**	**1.10e-3**
**cellular macromolecule metabolism**	**39**	**4.83e-4**	**57**	**1.50e-3**
**protein metabolism**	**42**	**1.82e-4**	**58**	**3.62e-3**
**biopolymer metabolism**	**40**	**1.01e-5**	**52**	**1.03e-3**
**cellular protein metabolism**	**39**	**3.57e-4**	**56**	**1.81e-3**
**protein modification**	**21**	**4.79e-3**	**34**	**7.59e-4**
**biopolymer modification**	**23**	**1.67e-3**	**34**	**1.59e-3**
cellular catabolism	10	4.08e-3	-	-
micromolecule biosynthesis	14	1.83e-3	-	-
cellular carbohydrate metabolism	7	9.99e-3	-	-
biopolymer catabolism	7	4.57e-3	-	-
cellular macromolecule catabolism	8	1.65e-3	-	-
biosynthesis	19	4.66e-3	-	-
amine metabolism	11	1.10e-4	-	-
aminoacid and derivative metabolism	7	9.30e-3	-	-
macromolecule catabolism	9	1.10e-3	-	-
mRNA metabolism	7	2.26e-3	-	-
RNA processing	8	9.03e-3	-	-
chromatin modification	5	8.91e-3	-	-
regulation of biological process	-	-	67	5.83e-3
immune system process	-	-	20	1.50e-3
antigen processing and presentation	-	-	8	1.12e-5
membrane lipid metabolism	-	-	7	4.32e-3
chemotaxis	-	-	7	6.73e-4
actin polymerization and/or depolymerization	-	-	5	4.90e-4
apoptosis	-	-	15	9.15e-3

One-way ANOVA (p<0.05, Benjamini-Hochberg) of mRNA expression data followed by hierarchical clustering identified 187 and 327 probe sets whose expression was altered in spleen leukocytes from NOD mice compared to two control strains (NON and C57BL/6) at 2 weeks and 4 weeks, respectively. The lists of differentially expressed genes were analyzed in WebGestalt (http://bioinfo.vanderbilt.edu/webgestalt) for enriched GO categories using hypergeometric test (p<0.01, Benjamini-Hochberg); dashes (-) indicate that the corresponding categories were not significantly enriched at the respective ages. Categories represented by ≥5 genes are shown. **Bold text** indicates categories that were common to both age groups.

**Table 6:** Enriched molecular function/cellular component Gene Ontology (GO) categories for the lists of differentially expressed transcripts in spleen leukocytes from 2 week and 4 week old NOD mice compared to two control strains.

	2 wk (187 genes)		4 wk (327 genes)	
GO category	# of genes in category	Adjusted p-value	# of genes in category	Adjusted p-value
Molecular function				
**transferase activity**	**29**	**2.54e-3**	**43**	**5.94e-3**
catalytic activity	68	3.65e-5	-	-
transcription factor binding	6	8.06e-3	-	-
nuclease activity	5	9.24e-3	-	-
binding	-	-	167	8.48e-3
protein binding	-	-	84	4.69e-3
zinc ion binding	-	-	42	2.79e-3
sugar binding	-	-	9	3.64e-3
transferase activity, transferring phosphorous containing groups	-	-	29	2.68e-4
kinase activity	-	-	23	4.53e-3
endopeptidase inhibitor activity	-	-	7	9.64e-3
Cellular component				
**intracellular**	**81**	**7.13e-6**	**131**	**8.96e-4**
intracellular membrane-bound organelle	64	2.46e-5	-	-
cytoplasm	41	1.43e-3	-	-
intracellular organelle part	28	6.45e-3	-	-
mitochondrion	15	1.36e-3	-	-
nucleus	-	-	68	8.16e-3
ribonucleoprotein complex	-	-	13	6.21e-3
cell surface	-	-	10	5.97e-5
MHC protein complex	-	-	6	1.76e-5

One-way ANOVA (p<0.05, Benjamini-Hochberg) of mRNA expression data followed by hierarchical clustering identified 187 and 327 probe sets whose expression was altered in spleen leukocytes from NOD mice compared to two control strains (NON and C57BL/6) at 2 weeks and 4 weeks, respectively. The lists of differentially expressed genes were analyzed in WebGestalt (http://bioinfo.vanderbilt.edu/webgestalt) for enriched GO categories using hypergeometric test (p<0.01, Benjamini-Hochberg); dashes (-) indicate that the corresponding categories were not significantly enriched at the respective ages. Categories represented by ≥5 genes are shown. **Bold text** indicates categories that were common to both age groups.

In summary, the GO analyses suggest that spleen leukocytes from NOD mice at the preinsulitis stage have impaired metabolism, which was evident at both 2 and 4 weeks, and impaired immune response and apoptosis, evident only at 4 weeks. 

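Apoptosis genes as a group did not differ in NOD mice. Of 33 genes, 1 (Cycs) was NOD-specific at 2 weeks by the F-test over all probe sets (adjusted p under 0.05). On the brightest probe set of each gene, against the mean of the controls, none was called at 2 weeks (median log2 difference 0, camera adjusted p = 0.894). By the same rule 1 was higher at 4 weeks (1 higher and 2 lower adjusted over the list alone, median -0.02, camera adjusted p = 0.389). That gene was Api5, an inhibitor of apoptosis, 1.83-fold higher in NOD (2910 ± 337 against 1150 ± 171 in NON and 2030 ± 488 in C57, SD, n = 5, limma adjusted p = 0.0036 against the mean of the controls). Its C57 mean lay between those of NOD and NON. By the F-test over all probe sets, no gene of this list was NOD-specific at 4 weeks, Api5 included. Bmf, which promotes apoptosis, was at 832 ± 117 in NOD against 1060 ± 69.4 and 1170 ± 183 (adjusted p = 0.11), and Birc3, an inhibitor, at 1010 ± 235 against 1590 ± 316 and 1340 ± 179 (adjusted p = 0.12). Of 21 target genes of p53, 2 were lower at 4 weeks (2 adjusted over the list alone), the antiproliferative gene Btg2 (1.66-fold, adjusted p = 0.039) and Sesn1 (1.6-fold, adjusted p = 0.048), with no shift of the list (median 0.18, camera adjusted p = 0.719). None was called at 2 weeks (camera adjusted p = 0.346). Of 30 Myc target genes none was called at 2 weeks, with a median of -0.21 (camera adjusted p = 0.000704, adjusted p = 0.185 with an estimated correlation), and 1 was higher at 4 weeks (camera adjusted p = 0.749), Odc1, the first enzyme of polyamine synthesis. From the GO terms enriched among the genes that set NOD apart, the paper proposes that metabolism is impaired in NOD spleen leukocytes at both ages and immune response and apoptosis at 4 weeks.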

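In 2 week old NOD mice each of 3 lists of mitochondrial genes had 1 gene called lower on its brightest probe set, and none of the lists passed with an estimated correlation. Of 60 genes of oxidative phosphorylation, 1 was lower (1 adjusted over the list alone), the complex I gene Ndufs5 (log2 difference -2.66, standard error 0.21, limma adjusted p = 1.3e-06), and the median was -0.05 (camera adjusted p = 0.102, adjusted p = 0.858 with an estimated correlation). Of 55 genes of the mitochondrial ribosome, 1 was lower (1 over the list alone), Mrps10, at 555 ± 167 in NOD, 1320 ± 297 in NON and 1120 ± 215 in C57 (SD, n = 5, log2 difference -1.14, standard error 0.17, adjusted p = 0.0022), with a median of -0.08 (camera adjusted p = 0.0609, adjusted p = 0.627 with an estimated correlation). Of 25 genes of pyruvate entry and the TCA cycle, 1 was lower (1 over the list alone), Suclg2, which encodes a subunit of succinyl-CoA synthetase, at 822 ± 250 against 2450 ± 303 and 2250 ± 458 on 1435841_s_at (log2 difference -1.56, standard error 0.19, adjusted p = 0.00024). The median of this list was -0.07 (camera adjusted p = 0.0255, adjusted p = 0.382 with an estimated correlation), and with the preset correlation it did not pass after quantile normalization or without NOD replicate 5. Pdk1, of the same list, was NOD-specific on 2 dimmer probe sets (adjusted p = 0.00011 and 0.00054). For the 3 lists at 4 weeks, the camera adjusted p were 0.719, 0.583 and 0.275. Ndufs5, Suclg2 and Pdk1 are in Table 1 of the study, from the same mice, so their calls are not independent evidence.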

The analysis also suggests abnormalities involving the mitochondria in 2 week old NOD mice.

### KEGG pathway enrichment analysis

To identify well characterized molecular pathways that were significantly over-represented in the gene lists of NOD-specific strain differences, we performed KEGG pathway analysis. KEGG pathways are manually drawn maps representing well known molecular interaction and reaction networks. We conducted this analysis also using the expanded transcriptome gene lists described above under GO analysis. The results are shown in Table 7. 

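Of 5 lists of nucleotide, carbon and lipid metabolism, purine metabolism alone passed at 2 weeks, by the test with a preset correlation. Of 28 purine genes none passed by itself (2 were lower adjusted over the list alone), with a median log2 difference of -0.15 (camera adjusted p = 0.0043, adjusted p = 0.305 with an estimated correlation). Without NOD replicate 5 the median was -0.08 and the list did not pass. Pnp, a nucleoside phosphorylase, was at 917 ± 116 in NOD, 1230 ± 174 in NON and 1720 ± 451 in C57 (SD, n = 5, limma adjusted p = 0.07), and Prps2, which makes the precursor PRPP, at 1750 ± 420 against 2240 ± 442 and 3270 ± 661 (adjusted p = 0.14). The median of 19 pyrimidine genes was -0.15 (camera adjusted p = 0.179), of 17 genes of glycolysis -0.09 (camera adjusted p = 0.54), of 17 of cholesterol synthesis -0.01 (camera adjusted p = 0.949) and of 20 of fatty acid oxidation 0.07 (camera adjusted p = 0.778), with no single gene called in any of these 4 lists (0 adjusted over the list alone). At 4 weeks no gene of these 5 lists was called, and their camera adjusted p ran from 0.278 for glycolysis to 0.857 for cholesterol synthesis. Ada, which breaks down adenosine, was at 192 ± 37.8 in NOD against 128 ± 27.2 and 80.6 ± 8.31 at 4 weeks (adjusted p = 0.053). KEGG pathways were not used here, and these lists are shorter than KEGG's class of metabolic pathways.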

Consistent with the GO analysis, the predominant category was metabolic pathways, which was highly significantly enriched at 2 weeks (p = 4.98e-8) and slightly less so at 4 weeks (p = 2.65e-5). The lists were also more significantly enriched for pathways involved in RNA splicing (spliceosome) at 2 weeks (p = 2.76e-6) than at 4 weeks (p = 0.0032). Both lists were also enriched for immune function pathways, including natural killer cell mediated cytotoxicity, antigen processing and presentation and T cell receptor signaling. Conversely to the metabolic pathways, the immune function pathways were more significantly enriched at 4 weeks than at 2 weeks. Additionally, each of the lists also had unique significantly enriched pathways, including: at 2 weeks, further metabolic pathways categorizations (such as purine/pyrimidine metabolism, amino sugar and nucleotide sugar metabolism, and amino acid metabolism); and at 4 weeks, immune cell signaling pathways (such as graft-versus-host disease, B cell receptor signaling, cell adhesion molecules, etc) and autoimmune diseases (Type 1 diabetes mellitus and autoimmune thyroid disease). 

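Of the spliceosome genes, 2 were called lower in NOD at 2 weeks and 3 at 4 weeks, and the list passed by the test with a preset correlation alone. Of 61 genes, 46 had a mean below the controls at 2 weeks and 2 were called lower (4 adjusted over the list alone), with a median log2 difference of -0.12 (camera adjusted p = 0.000401, adjusted p = 0.276 with an estimated correlation). Usp39, a component of the tri-snRNP, was at 112 ± 29.5 in NOD, 964 ± 217 in NON and 788 ± 277 in C57 (SD, n = 5, limma adjusted p = 4.8e-07 against the mean of the controls), and Phf5a, a subunit of the SF3b complex, was 2.16-fold lower (553 ± 117 against 1380 ± 138 and 1010 ± 134, adjusted p = 3e-04). At 4 weeks 3 genes were lower (3 over the list alone), with Sf3b1, another SF3b subunit, at 2030 ± 213 against 3280 ± 482 and 2870 ± 405 (adjusted p = 0.027) beside Usp39 and Phf5a. The median was -0.03 (camera adjusted p = 0.0497, adjusted p = 0.519 with an estimated correlation). With every probe set of a gene the list did not pass at 2 weeks (-0.01, adjusted p = 0.074), and at 4 weeks it passed in 11 of 25 other settings. Among the NOD-specific genes at an adjusted p under 0.05, 5 of the 61 spliceosome genes stood at 4 weeks, where 0.74 would be drawn by chance (one-sided Fisher's exact test, adjusted p = 0.018), and 3 at 2 weeks (adjusted p = 0.086). At 4 weeks this did not pass with the replicate block (adjusted p = 0.072), by the brightest probe set of each gene (adjusted p = 0.14) or when any of 10 of the 15 mice was left out (adjusted p up to 0.49, without NOD replicate 4). A second probe set of Usp39 was at 0.729 of the controls at 2 weeks (adjusted p = 0.24). Since Usp39 and Phf5a are in the study's Table 1, from the same mice, their calls are not independent evidence.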

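NK cell receptor and T cell receptor signaling genes were not shifted as groups in NOD. Of 29 genes of NK cell receptors and cytotoxicity, 1 was higher at 2 weeks (1 adjusted over the list alone), Cd244a (median log2 difference 0.06, camera adjusted p = 0.214). At 4 weeks 1 was higher and 2 were lower than the mean of the controls (1 and 4 over the list alone, median -0.11, camera adjusted p = 0.135). Cd244a was 2.16-fold higher (limma adjusted p = 0.049), and the receptor genes Klrb1b (99.5 ± 63.7 in NOD, 384 ± 66.8 in NON and 172 ± 52.6 in C57, SD, n = 5, adjusted p = 0.042) and Klrc1 (61.3 ± 24.9 against 179 ± 33.9 and 100 ± 25.1, adjusted p = 0.049) were high in NON rather than low in NOD. Of 41 genes of T cell receptor signaling none was called at 2 weeks (0 over the list alone, median 0, camera adjusted p = 0.903) and 3 were lower than the mean of the controls at 4 weeks (2 higher and 5 lower over the list alone, median -0.03, camera adjusted p = 0.0979). They were the kinase gene Tec (329 ± 60.5 in NOD, 451 ± 102 in NON and 792 ± 118 in C57, adjusted p = 0.011), Rasgrp1, which activates Ras (2360 ± 375 against 3370 ± 719 and 4390 ± 642, adjusted p = 0.027), and Cd8b1 (313 ± 112 against 279 ± 37 and 1030 ± 198, adjusted p = 0.038). Tec and Cd8b1 were high in C57 rather than low in NOD. Markers of NK cells, a list of their own, were lower at 4 weeks (median -0.31, camera adjusted p = 0.0032, adjusted p = 0.381 with an estimated correlation), which did not pass without NOD replicate 1. Of 16 genes of MHC class I presentation none was called at 2 weeks (1 lower over the list alone), with a median of -0.17 (camera adjusted p = 0.015, adjusted p = 0.403 with an estimated correlation), which did not pass without NOD replicate 2 or 3. At 4 weeks the median was -0.04 (camera adjusted p = 0.719). The 13 T cell markers had a median log2 difference of -0.36 between NOD and C57 at 2 weeks (1 lower, 3 over the list alone, camera adjusted p = 0.00144, adjusted p = 0.458 with an estimated correlation) and of 1.02 between NOD and NON (2 higher, 10 over the list alone, camera adjusted p = 2.54e-10, adjusted p = 0.0695 with an estimated correlation).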

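B cell genes were lower in NOD mice at 4 weeks than in both controls. All 13 measured B cell markers had lower means than the controls, 3 of them at an adjusted p under 0.05 in limma (10 adjusted over the list alone), with a median log2 difference of -0.49 (camera adjusted p = 3.61e-11, adjusted p = 0.0124 with an estimated correlation). Cd72 was at 561 ± 105 in NOD, 1550 ± 415 in NON and 1310 ± 190 in C57 (SD, n = 5, log2 difference -1.32, standard error 0.16, adjusted p = 0.00027), Fcrla, an Fc receptor-like protein of B cells, at 573 ± 154 against 1050 ± 349 and 1910 ± 441 (adjusted p = 0.0031), and Ebf1 at 909 ± 118 against 1700 ± 415 and 1610 ± 275 (adjusted p = 0.0061). Cd79a, a part of the B cell receptor, had a log2 difference of -0.58 (adjusted p = 0.14). The median difference was -0.36 against NON and -0.66 against C57 (adjusted p = 0.0469 and 0.025 with an estimated correlation). At 2 weeks it was -0.12 (camera adjusted p = 0.175). Of 24 genes of B cell receptor signaling, 1 was lower at 4 weeks (Cd72) and 1 higher (Pik3ap1), and 7 were lower over the list alone, with a median of -0.29 (camera adjusted p = 2.32e-05, adjusted p = 0.12 with an estimated correlation). Genes of MHC class II presentation were lower by a median of -0.24 over 16 genes (camera adjusted p = 0.000229, adjusted p = 0.0124 with an estimated correlation), with 1 called and 5 over the list alone. The median was -0.21 against NON and -0.24 against C57 (adjusted p = 0.02 and 0.153 with an estimated correlation). The called gene was H2-Ea, which is bright in NON and near background in both NOD and C57. The lists use the brightest probe set of each gene. On a dimmer one, 1425477_x_at, H2-Ab1 went the other way (5070 in NOD against 2080 and 2150, adjusted p = 0.00059). H2-DMb2, which loads peptides, was at 6330 ± 1180 in NOD, 8640 ± 1680 in NON and 11600 ± 2230 in C57 (adjusted p = 0.055). Of 22 genes of adhesion and homing, Icam2 (1.66-fold, adjusted p = 0.0075) and Gcnt1 (1.8-fold, adjusted p = 0.012) were lower (6 over the list alone), with a median of -0.16 (camera adjusted p = 0.016, adjusted p = 0.368 with an estimated correlation), which did not pass after quantile normalization, without NOD replicate 1 or without 4 mice that stand apart from the others, a choice made after seeing the data. Of 26 amino sugar genes, Npl, which breaks down sialic acid, was 2.15-fold higher at 2 weeks (adjusted p = 0.01) and 3.5-fold at 4 weeks (adjusted p = 0.0022), with no shift of the list (camera adjusted p = 0.899 and 0.195). In the same 4 week old NOD mice, markers of other cells were higher by the test with a preset correlation, and none passed with an estimated one: macrophages and monocytes by a median of 0.75 (camera adjusted p = 0.000287, adjusted p = 0.519 with an estimated correlation), stroma and endothelium by 0.67 (0.000229 and adjusted p = 0.368 with an estimated correlation) and megakaryocytes by 0.51 (0.000618 and adjusted p = 0.0686 with an estimated correlation).

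**Figure D2:**
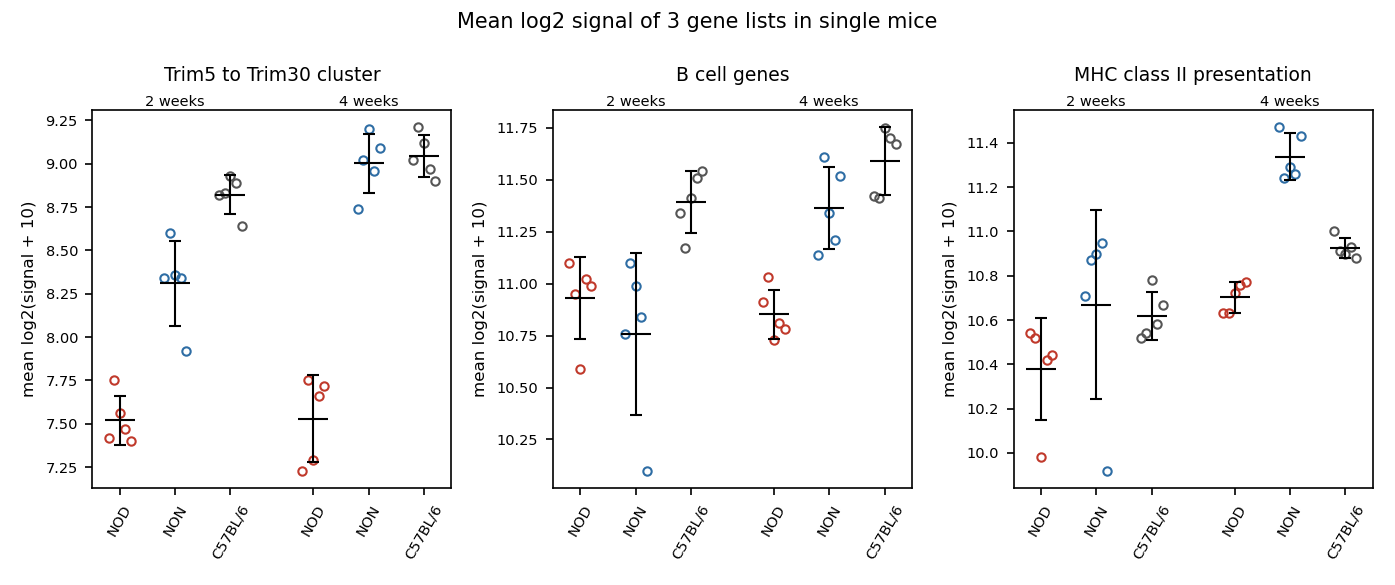
Mean log2(signal + 10) over the genes of the Trim5 to Trim30 cluster, of B cells and of MHC class II presentation in each mouse, by strain (NOD red, NON blue, C57BL/6 grey), 2 weeks on the left and 4 weeks on the right of each panel. Each point is 1 mouse, with the mean ± SD of 5 mice beside it. At 4 weeks the B cell means of the NOD mice, 10.73 to 11.03, lie below those of all control mice, 11.14 to 11.75.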

KEGG pathway analysis of the combined list of differentially expressed proteins revealed enrichment for 4 pathways (shown in Table 8) also pointing to the same themes as the transcriptome data.

**Table 7:** Enriched KEGG Pathways for the lists of differentially expressed transcripts in spleen leukocytes from 2 week and 4 week old NOD mice compared to two control strains.

	2 wk		4 wk	
KEGG Pathway	# of genes	Adjusted p-value	# of genes	Adjusted p-value
**Metabolic pathways**	**19**	**4.98e-8**	**21**	**2.65e-5**
**Spliceosome**	**7**	**2.79e-6**	**5**	**0.0032**
**Natural killer cell mediated cytotoxicity**	**4**	**0.0027**	**11**	**5.56e-9**
**T cell receptor signaling**	**5**	**0.0004**	**7**	**5.80e-5**
**Antigen processing and presentation**	**3**	**0.0087**	**7**	**2.35e-5**
Purine metabolism	5	0.0007	-	-
Amino sugar and nucleotide sugar metabolism	3	0.0013	-	-
RNA degradation	3	0.0042	-	-
ECM-receptor interaction	3	0.0059	-	-
Chronic myeloid leukemia	3	0.0059	-	-
Pyrimidine metabolism	3	0.0087	-	-
Glycine, serine and threonine metabolism	2	0.0093	-	-
Graft-versus-host disease	-	-	8	9.04e-8
B cell receptor signaling	-	-	6	5.80e-5
Fc gamma R-mediated phagocytosis	-	-	6	0.0002
Cell adhesion molecules (CAMs)	-	-	7	0.0002
Type I diabetes mellitus	-	-	5	0.0003
Autoimmune thyroid disease	-	-	5	0.0004
Glycosphingolipid biosynthesis – lacto and neolacto series	-	-	3	0.001
Ribosome	-	-	5	0.0023
Complement and coagulation cascades	-	-	4	0.0025
Phosphatidlylinositol signaling system	-	-	4	0.0028
Endocytosis	-	-	6	0.0033
Notch signaling pathway	-	-	3	0.0091
MAPK signaling pathway	-	-	6	0.0099

One-way ANOVA (p<0.05, Benjamini-Hochberg) of mRNA expression data followed by hierarchical clustering identified 187 and 327 genes whose expression was altered in spleen leukocytes from NOD mice compared to two control strains (NON and C57BL/6) at 2 weeks and 4 weeks, respectively. The lists of differentially expressed genes were analyzed in WebGestalt (http://bioinfo.vanderbilt.edu/webgestalt) for enriched KEGG pathways using the hypergeometric test (p<0.01, Benjamini-Hochberg); dashes (-) indicate that the corresponding categories were not significantly enriched at the respective ages. Pathways represented by ≥2 genes are shown. **Bold text** indicates categories that were common to both age groups; ECM, extracellular membrane.

**Table 8:** Enriched KEGG Pathways for the lists of differentially expressed proteins in spleen leukocytes from 2 week and 4 week old NOD mice compared to two control strains.

	2 wk and 4 wk combined (16 proteins)	
KEGG Pathway	# of genes	Adjusted p-value
RNA degradation	2	0.0004
Antigen processing and presentation	2	0.0006
MAPK signaling pathway	2	0.0032
Pathways in cancer	2	0.0036

One-way ANOVA (p<0.05) of protein expression data followed by hierarchical clustering and protein identification revealed 9 and 7 proteins whose expression was altered in spleen leukocytes from NOD mice compared to two control strains (NON and C57BL/6) at 2 weeks and 4 weeks of age, respectively. The two lists of differentially expressed proteins were combined and protein identifiers (IDs) were converted to gene IDs. Gene IDs were uploaded and analyzed in WebGestalt (http://bioinfo.vanderbilt.edu/webgestalt) for enriched KEGG pathways using the hypergeometric test (p<0.01, Benjamini-Hochberg). Pathways represented by ≥2 proteins are shown.

Overall, the KEGG pathway analyses suggest that two broad molecular pathways – metabolic and immune response pathways – are altered in the various immune cell types (natural killer cells, antigen presenting cells (B cells, macrophages, dendritic cells) and T cells (CD4 and CD8 T-cells). 

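By the test with a preset correlation, lists of several kinds were shifted in NOD at both ages, but chance cannot be excluded for their number. Of 42 lists of pathways and cell types, 14 were lower and 3 higher in NOD at 2 weeks (camera, adjusted p under 0.05), and 9 lower and 4 higher at 4 weeks. Other splits of the mice gave up to 24 lists at 2 weeks and 16 at 4 weeks, and without NOD replicate 5 of 2 weeks the 17 lists were 11. With an estimated correlation, 1 stayed at 2 weeks, the Trim5 to Trim30 cluster, and 3 at 4 weeks, the same cluster, B cells and MHC class II presentation. By fry, the other repeat of the test, 5 lists passed at 2 weeks and 11 at 4 weeks. Lower at 2 weeks were also genes of cell division (median log2 difference -0.21 over 38 genes, camera adjusted p = 0.000167, adjusted p = 0.557 with an estimated correlation). On the brightest probe set, against the mean of the controls, its 1 called gene was Spc24, a kinetochore protein (2 lower over the list alone). Spc24 was at 532 ± 92.7 in NOD, 1430 ± 289 in NON and 813 ± 404 in C57 (SD, n = 5, limma adjusted p = 0.047), and thus mainly high in NON. By the F-test over all probe sets, Tpx2 of this list was NOD-specific (adjusted p under 0.05). The list did not pass without NOD replicate 5. Genes of PI3K, Akt and mTOR signaling were lower by a median of -0.12 at 2 weeks (21 genes, none called, camera adjusted p = 0.0261, adjusted p = 0.276 with an estimated correlation), which did not pass after quantile normalization, with every probe set of a gene, or without NOD replicate 1 or 2. Markers of macrophages and monocytes were higher at 2 weeks already, by a median of 0.54 (camera adjusted p = 5.43e-05, adjusted p = 0.276 with an estimated correlation). Among the 125 genes that were NOD-specific at an adjusted p under 0.05 at 2 weeks, 2 lists were over-represented (one-sided Fisher's exact test, Benjamini-Hochberg): the Trim cluster (Trim12a, Trim12c and Trim30d, adjusted p = 0.0015) and RNA degradation (Dcp2, Exosc9 and Pnpt1, adjusted p = 0.036). RNA degradation did not pass with the stricter filter (adjusted p = 0.051), by the brightest probe set (adjusted p = 0.14) or with NOD tested against each control (adjusted p = 0.063), and neither list passed by clustering or without NON replicate 2 (adjusted p = 0.052 for both). Leaving out a mouse gave 0 to 5 lists. Among 197 genes at 4 weeks, they were the Trim cluster (5 genes, adjusted p = 1.3e-06) and the spliceosome, which was lost without some single mice. Whether the NOD difference of a list changed between the ages was tested directly. None of the 42 did with an estimated correlation or by fry (14 with the preset correlation). For purine metabolism the change was 0.24 (camera adjusted p = 0.00306, adjusted p = 0.337 with an estimated correlation) and for B cells -0.45 (camera adjusted p = 7.33e-07, adjusted p = 0.246 with an estimated correlation).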

Alterations in the metabolic pathways appear to be predominant at 2 weeks, while those in the immune response and signaling pathways appear to be predominant at 4 weeks. Thus, the data suggest that impairment of the metabolic pathways may be the primary defect contributing to initiation of autoimmune pathology in NOD mice.

### Ingenuity pathway analysis

To identify the genes and/or endogenous chemicals that may play a role in regulating the abnormal molecular pathways in NOD mice, we performed Ingenuity pathway analysis (IPA). IPA generates *de novo* networks from the uploaded gene lists based on information from the literature contained in the IPA knowledge base (see “Materials and Methods” for details). IPA analyses of the lists of NOD-specific strain differences derived at the most stringent threshold (Benjamini-Hochberg, p<0.005; Tables 1 and 2) generated several networks each. Each respective set of networks were merged to create one molecular network for each age (Figure 3 and Figure 4, for 2 and 4 weeks, respectively). The transcriptome network for the 2 week old mice dataset clustered around several central genes including MYC/MYCN, HNF4A, YWHAZ, TNF, IL2, IL15, TGFB1, progesterone, and Ca2+. That for the 4 week old mice dataset also clustered around several genes including TP53, YWHAZ, HNF4A, TNF, IFNG, IL15, beta-estradiol, progesterone, Akt, PRKCA, IL12, and HLA-C. IPA analyses of the lists of NOD differentially expressed proteins at 2 weeks (9 proteins) and at 4 weeks (7 proteins) generated one network each. The proteome network for the 2 week old mice centered around TP53, MYC, APP, IL1B, Ca2+ and HSPA8 (Figure 5). That for the 4 week-old NOD mice clustered around TNF, CASP3, HSPD1, D-glucose and Jnk (Figure 6). The major biological functions significantly represented by the transcriptome networks included cancer (indicative of apoptosis/cellular proliferation) and immunological disease/response (Table 9). The top IPA functional categories represented by the proteome networks were cell proliferation, cell death and oxidative stress (Table 9). To facilitate an objective comparison between networks and to enable us gain further insights into the genes that may play a central role in each network, we ranked the central genes according to the total number of connections linked to each gene (Table 10). This analysis revealed that five central genes (TNF, HNF4A, IL15, Progesterone, and YWHAZ) were common to the transcriptome networks. A greater number of signaling and/or immune response genes (such as IFNG, EGFR, NFKB, Akt, PKRCA, IL12, and HLA-C) were present in the transcriptome network for 4 week-old mice than in that of 2 week-old mice. Inspection of the central genes between the proteome networks indicated that none were shared between the two networks (Table 10). However, a few molecules (TP53, MYC and Ca2+) were shared between the transcriptome and proteome networks of the 2 week old mice. Moreover, TNF was central to three networks, both the transcriptome networks and the proteome network for the 4 week-old mice.

**Figure 3:**
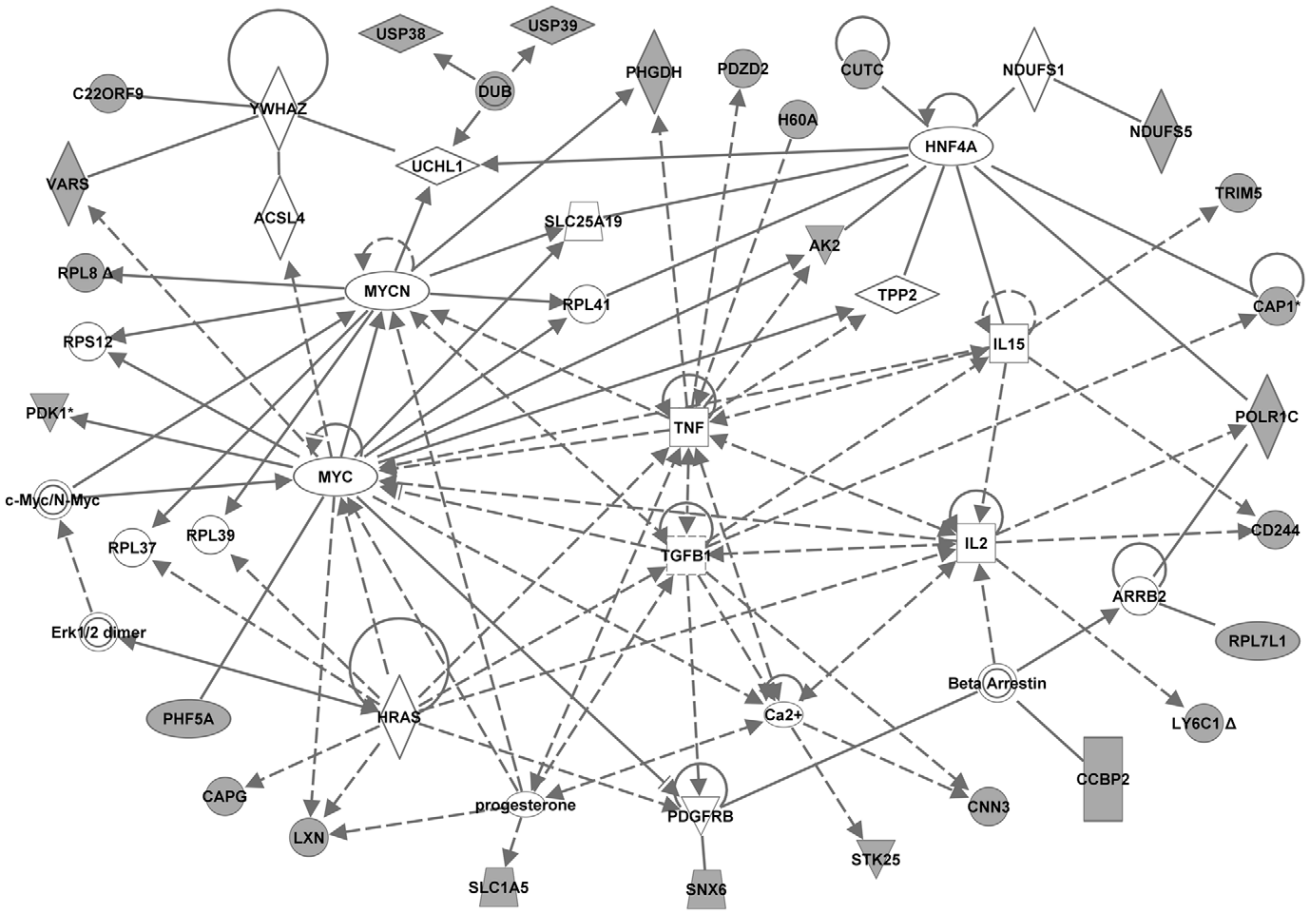
Transcriptome network created by Ingenuity Pathway Analysis from the dataset of 2 week-old mice. The merged network was generated from the list of transcripts differentially expressed in 2 week-old NOD mice compared to both control strains, NON and C57BL/6. The list was selected from a hierarchical cluster of 175 genes that had highly significant expression differences between strains at 2 weeks. The genes derived from our uploaded gene list (focus genes) are represented by gray icons. White icons represent genes (or endogenous chemicals) derived solely from the IPA knowledge base and that could be algorithmically connected to the focus genes.

**Figure 4:**
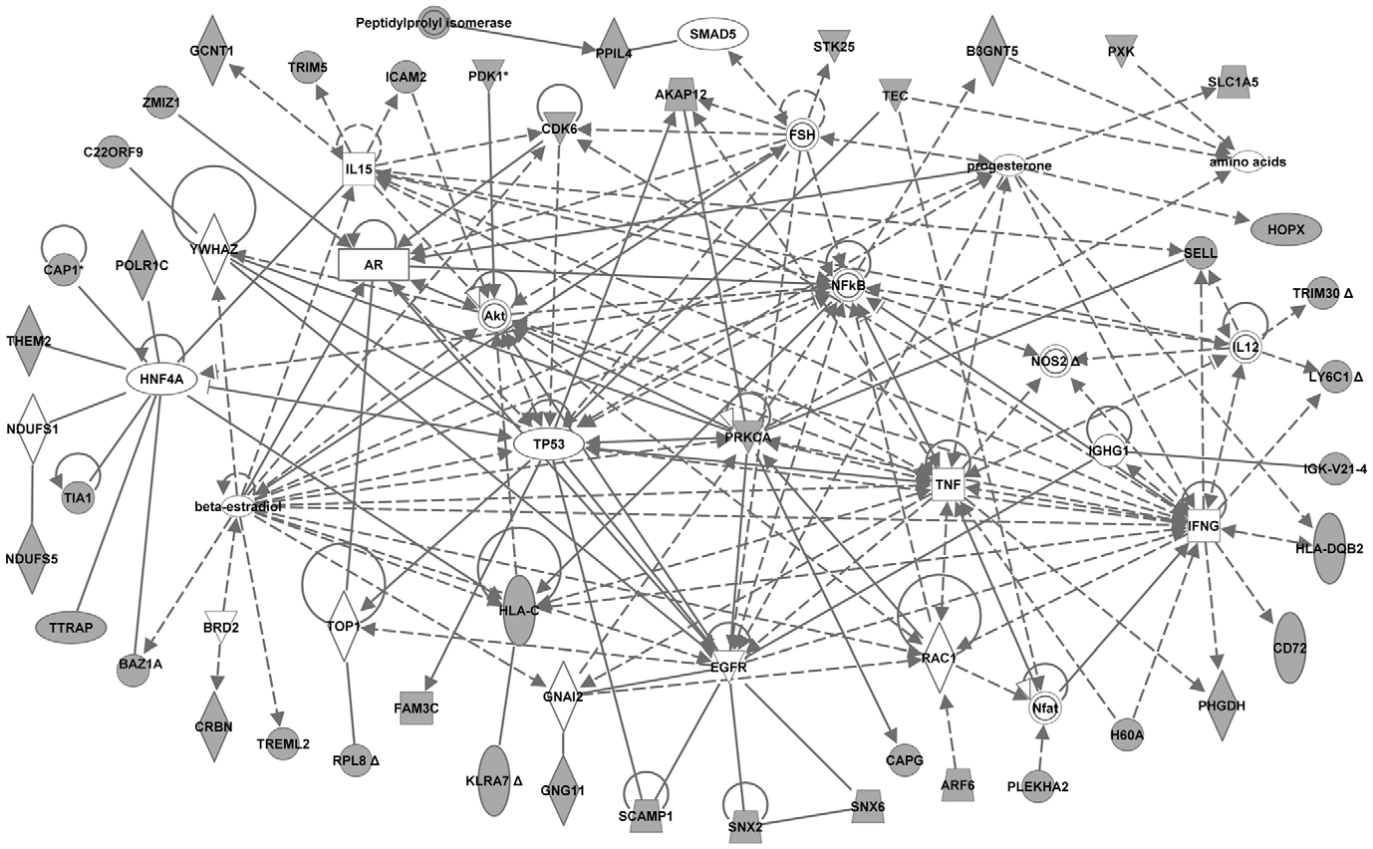
Transcriptome network created by Ingenuity Pathway Analysis from the dataset of 4 week-old mice. The merged network was generated from the list of transcripts differentially expressed in 4 week-old NOD mice compared to both control strains, NON and C57BL/6. The list was selected from a hierarchical cluster of 189 genes that had highly significant expression differences between strains at 4 weeks. The genes derived from our uploaded gene list (focus genes) are represented by gray icons. White icons represent genes (or endogenous chemicals) derived solely from the IPA knowledge base and that could be algorithmically connected to the focus genes.

**Figure 5:**
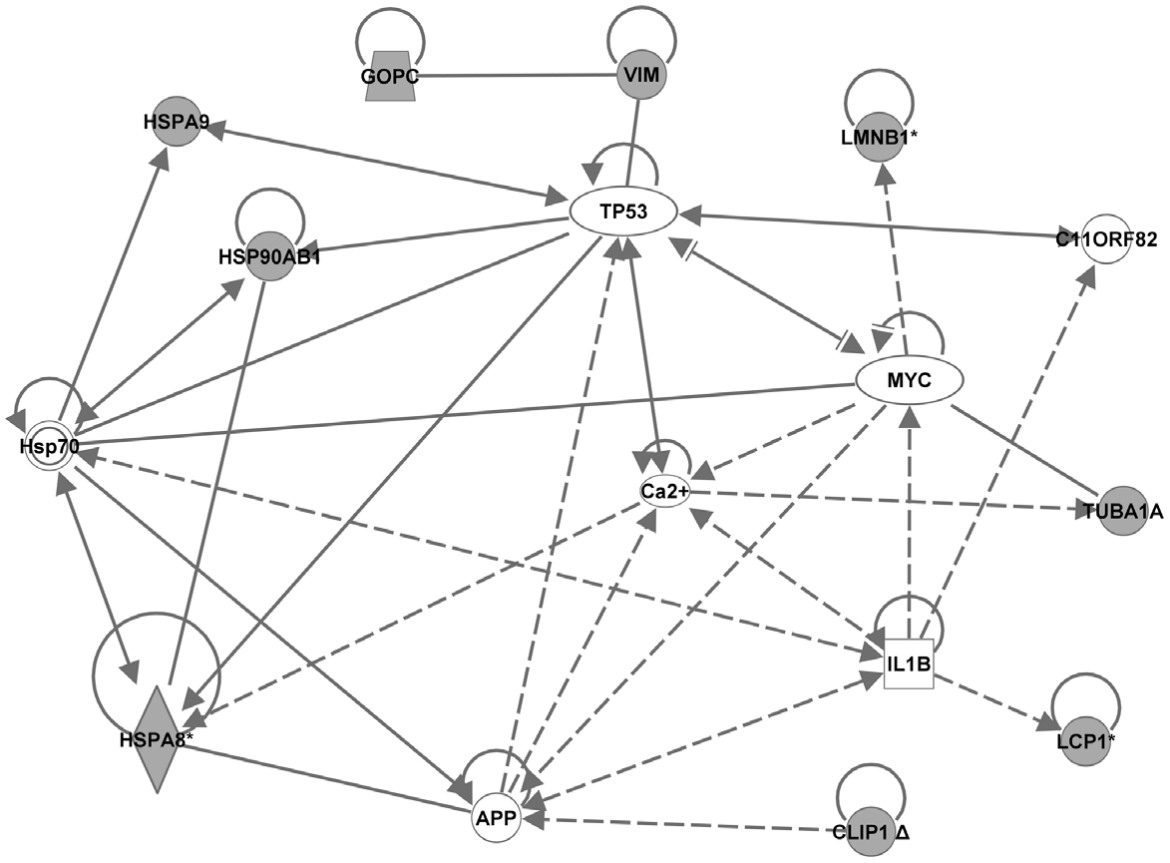
Proteome network created by Ingenuity Pathway Analysis from the dataset of 2 week-old mice. A single network was generated from the list of proteins that were differentially expressed in 2 week-old NOD mice compared to both control strains, NON and C57BL/6. The protein spots from which these proteins were identified were selected from the hierarchical cluster of 19 protein spots that had significant expression differences between strains at 2 weeks. The gene names derived from our uploaded lists (focus genes) are represented by gray icons. White icons represent genes (or endogenous chemicals) derived solely from the IPA knowledge base and that could be algorithmically connected to the focus genes.

**Figure 6:**
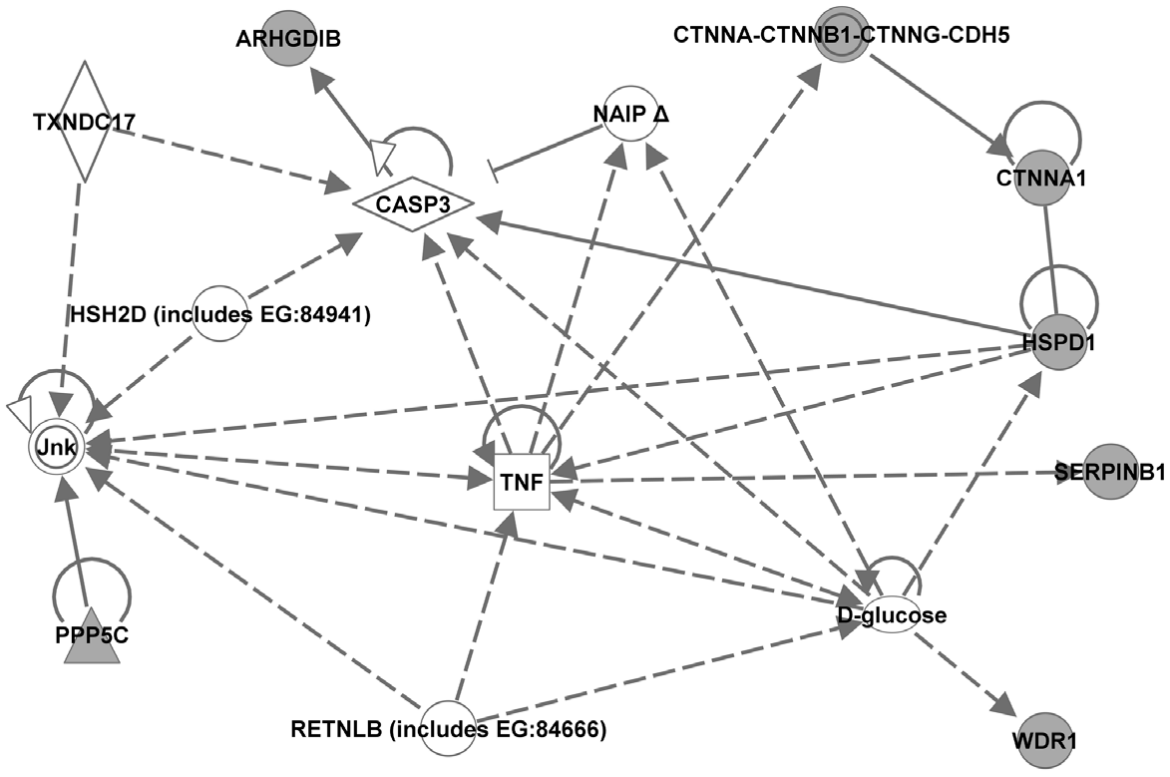
Proteome network created by Ingenuity Pathway Analysis from the dataset of 4 week-old mice. A single network was generated from the list of proteins that were differentially expressed in 4 week-old NOD mice compared to both control strains, NON and C57BL/6. The protein spots from which these proteins were identified were selected from the hierarchical cluster of 26 protein spots that had significant expression differences between strains at 4 weeks. The gene names derived from our uploaded lists (focus genes) are represented by gray icons. White icons represent genes (or endogenous chemicals) derived solely from the IPA knowledge base and that could be algorithmically connected to the focus genes.

**Table 9:** Functional categories associated with the major Ingenuity Pathway Networks of differentially expressed transcripts/proteins in spleen leukocytes from 2 week and 4 week old NOD mice.

Network	# of focus genes^a^	Top IPA functional categories
**Transcriptome – 2 week**		
1	13	cancer, cell morphology, immunological disease
2	13	cell morphology, cellular development, hematological system development and function
**Transcriptome – 4 week**		
1	17	developmental disorder, cancer, cell death
2	13	cancer, cell cycle, gastrointestinal disease
3	12	cellular development, drug metabolism, lipid metabolism
**Proteome – 2 week**		
1	9	free radical scavenging, molecular transport, cancer
**Proteome – 4 week**		
1	6	cell death, cancer, cell morphology

One-way ANOVA of expression data sets followed by hierarchical clustering identified transcripts/proteins differentially expressed in spleen leukocytes from NOD mice compared to two control strains (NON and C57BL/6). The lists of differentially expressed genes were analyzed by Ingenuity Pathway Analysis (www.ingenuity.com).

a Genes that were present in the uploaded lists.

**Table 10:** Central Genes in the Ingenuity Pathway Networks of differentially expressed transcripts/proteins in spleen leukocytes of 2 and 4 week old NOD mice.

Central Gene	Total Connections (# of Focus genes^a^)	Focus Genes^a^
**Transcriptome – 2 week**		
MYC	20 (5)	**PDK1**,AK2, LXN, PHF5A, VARS
**TNF**	13 (4)	**H60A**, **PHGDH**, AK2, PDZD2
MYCN	13 (2)	**RPL8**, PHGDH
TGFB1	11 (2)	**CAP1**, CNN3
**HNF4A**	10 (4)	**CAP1**, **POLR1C**, AK2, CUTC,
IL2	10 (3)	**LY6C1, POLR1C**, CD244
HRAS	10 (2)	**CAPG**, LXN,
**IL15**	7 (2)	**TRIM5**, CD244
**Progesterone**	7 (2)	**SLC1A5**, LXN
Ca2+	7 (2)	**STK25**, CNN3,
PDGFRB	5 (1)	**SNX6**
**YWHAZ**	4 (2)	**C22ORF9**, VARS
**Transcriptome – 4 week**		
IFNG	22 (9)	**H60A**, **LY6C1**, **PHGDH**, CDK6, CD72, HLA-DQB2, HLA-C, PRKCA, SELL
Beta-estradiol	19 (5)	BAZ1A, CDK6, HLA-C, PRKCA, TREML2
**TNF**	18 (5)	**H60A**, **PHGDH**, AKAP12, HLA-C, PRKCA
TP53	18 (6)	AKAP12, CDK6, FAM3C, PRKCA, SCAMP1, TEC
EGFR	17 (4)	**SNX6**, PRKCA, SCAMP1, SNX2,
NFKB	16 (3)	B3GNT5, HLA-C, PRKCA
Akt	15 (4)	**PDK1**, HLA-C, ICAM2, PRKCA
PRKCA^a^	14 (4)	AKAP12, **CAPG**, PRKCA, SELL
**IL15**	12 (5)	**TRIM5**, CDK6, ICAM2, GCNT1, SELL
**HNF4A**	11 (7)	**CAP1**, **POLR1C**, BAZ1A, HLA-C, THEM2, TIA1, TTRAP
FSH	11 (3)	**STK25**, AKAP12, CDK6
**Progesterone**	10 (3)	**SLC1A5**, HLA-DQB2, HOPX
AR	10 (2)	CDK6, ZMIZ1
IL12	8 (3)	LY6C1, SELL, TRIM30
HLA-C^a^	7 (2)	HLA-C, KLRA7
**YWHAZ**	6 (2)	**C22ORF9**, PRKCA
CDK6 (FG)	6 (1)	CDK6
Amino acids	4 (4)	B3GNT5, PRKCA, PXK, TEC
**Proteome – 2 week**		
TP53	9 (4)	HSPA8, HSPA9, HSP90AB1, VIM
MYC	7 (2)	LMNB1, TUBA1A
APP	7 (2)	CLIP1, HSPA8
Ca2+	6 (2)	HSPA8, TUBA1
IL1B	6 (1)	LCP1
HSPA8^a^	5 (2)	HSPA8, HSP90AB1
**Proteome – 4 week**		
TNF	8 (2)	CTNNA, HSPD1
CAPS3	7 (2)	ARHGDI, HSPD1
D-glucose	7 (2)	HSPD1, WDR1
Jnk	7 (2)	HSPD1, PPP5C
HSPD1^a^	5 (2)	CTNNA1, HSPD1

a Genes that came from the list of differentially expressed genes in NOD mice compared to control strains (NON and C57BL/6). The connections to each gene (i.e. edges representing gene-gene relationships) in the molecular networks were manually counted. The central genes were then ranked from highest to lowest based on the number of total connections; cut-off, 4 total connections. Genes indicated in **Bold text** are central or focus genes that were common to both ages.

Taken together, IPA analyses of networks generated from NOD-specific strain differences identified several key factors that may play a role in regulating the molecular pathways that are abnormal in spleen leukocytes from NOD mice at the preinsulitis stage of autoimmune diabetes.

Because the gene list of NOD-specific age differences (Table 3) was suggestive of immune activation, we conducted IPA on the three lists of strain-specific age differences (Tables 3, S2 and S3). The functional categories associated with the three topmost major networks generated from each of these lists are shown in Table 11. Only the NOD networks are associated with immunological disease and inflammatory response. The three networks for each strain were merged to create one molecular network for each strain (Figures S4, S5 and S6 for NOD, NON and C57BL/6, respectively). The network for NOD age differences centered around several cytokines/cytokine receptors (IFNG, IL12, interferon alpha, IL17RB) and acute phase signaling molecules (PI3K, Akt, ERK, p38MAPK, NFKB). Interestingly, the network of NON-specific age differences also had IFNG as a central gene (but lacked the other cytokines observed in the NOD network) and only NFKB of the acute phase signaling molecules seen in the NOD network. However, the NON network also had TGFB, STAT1 and Ca2+ as central molecules. Strikingly, the network generated from the C57BL/6-specific age differences conspicuously lacked the cytokines seen in the NOD network (except interferon alpha) but had all the acute phase signaling molecules seen in the NOD network. In summary, in NOD mice, ∼60% of the differentially expressed genes are upregulated at 4 weeks as compared to at 2 weeks, and a vast majority of these genes appear to be involved in the acute phase signaling cascade (PI3K, Akt, ERK, p38MAPK, NFKB, Figure S4), possibly driven by IFNG and other cytokines. In contrast, in C57BL/6 mice, ∼75% of the differentially expressed genes are downregulated at 4 weeks compared to at 2 weeks. Intriguingly, a large majority of these genes are also involved in the acute phase signaling cascade (Figure S6). These results would suggest that the acute phase signaling pathway is activated in the NOD mice (inasmuch as the majority of the genes are upregulated) whereas it is suppressed in the C57BL/6 mice (because the majority of the genes are downregulated at 4 weeks). Thus, the data suggest immune activation in the NOD mice between 2 weeks and 4 weeks possibly driven by the inflammatory cytokine IFNG.

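Interferon response genes rose between 2 and 4 weeks in NOD and C57 mice, and in NON mice by the test with a preset correlation. Of 41 genes, 40 had higher means at 4 weeks in NOD, 2 of them at an adjusted p under 0.05 in limma (16 adjusted over the list alone), with a median log2 change of 0.50 (camera adjusted p = 1.15e-15, adjusted p = 0.0159 with an estimated correlation). The median change was 0.44 in NON (3 called, 5 over the list alone, camera adjusted p = 1.28e-07, adjusted p = 0.0532 with an estimated correlation) and 0.54 in C57 (2 called, 15 over the list alone, camera adjusted p = 1.12e-19, adjusted p = 0.00372 with an estimated correlation). The change in NOD against that of the controls was 0.05 (camera adjusted p = 0.676). Rtp4, a chaperone of receptors induced by interferon, rose from 123 ± 42 to 507 ± 129 in NOD (SD, n = 5, adjusted p = 0.0011), from 123 ± 50.6 to 338 ± 122 in NON (adjusted p = 0.0089) and from 326 ± 145 to 815 ± 142 in C57 (adjusted p = 0.018). MHC class I genes rose in NOD by a median of 0.42 (2 of 16 called, 8 over the list alone, adjusted p = 0.0159 with an estimated correlation), with H2-K1 going from 5370 ± 1450 to 9590 ± 681 (adjusted p = 0.0091), and in C57 by 0.32 (adjusted p = 0.0349 with an estimated correlation). In NON the median was 0.25, which did not pass (adjusted p = 0.15 with an estimated correlation). Genes of PI3K, Akt and mTOR signaling did not change with age, with a median of 0.08 in NOD (camera adjusted p = 0.758), -0.03 in NON (camera adjusted p = 0.386) and -0.11 in C57 (camera adjusted p = 0.14). Cell division genes fell in C57 by a median of -1.06 (18 of 38 called, 33 over the list alone, adjusted p = 0.00372 with an estimated correlation), with Top2a going from 1680 ± 310 to 655 ± 156 (adjusted p = 0.0017), and in NON by -0.93 (17 called, 34 over the list alone, adjusted p = 0.0168 with an estimated correlation). In NOD the median was -0.63 (1 called, 24 over the list alone, camera adjusted p = 6.25e-21, adjusted p = 0.0553 with an estimated correlation). B cell precursor genes fell alongside, by -1.13 in NOD and -1.52 in C57 (adjusted p = 0.0104 and 0.000269 with an estimated correlation; in NON the median was -1, adjusted p = 0.0532), and granulocyte precursor genes by -1.15, -1.14 and -2.19 (adjusted p = 0.0342, 0.0266 and 0.000269 with an estimated correlation). T cell genes rose by 0.57 in NOD and 0.99 in NON (adjusted p = 0.0366 and 0.00637 with an estimated correlation), and their median of 0.45 in C57 did not pass (adjusted p = 0.0997 with an estimated correlation). From the higher expression of most NOD age differences and the networks built from them, the paper proposes that acute phase signaling is activated between 2 and 4 weeks in NOD mice, possibly driven by IFNG, and suppressed in C57 mice.

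**Figure D3:**
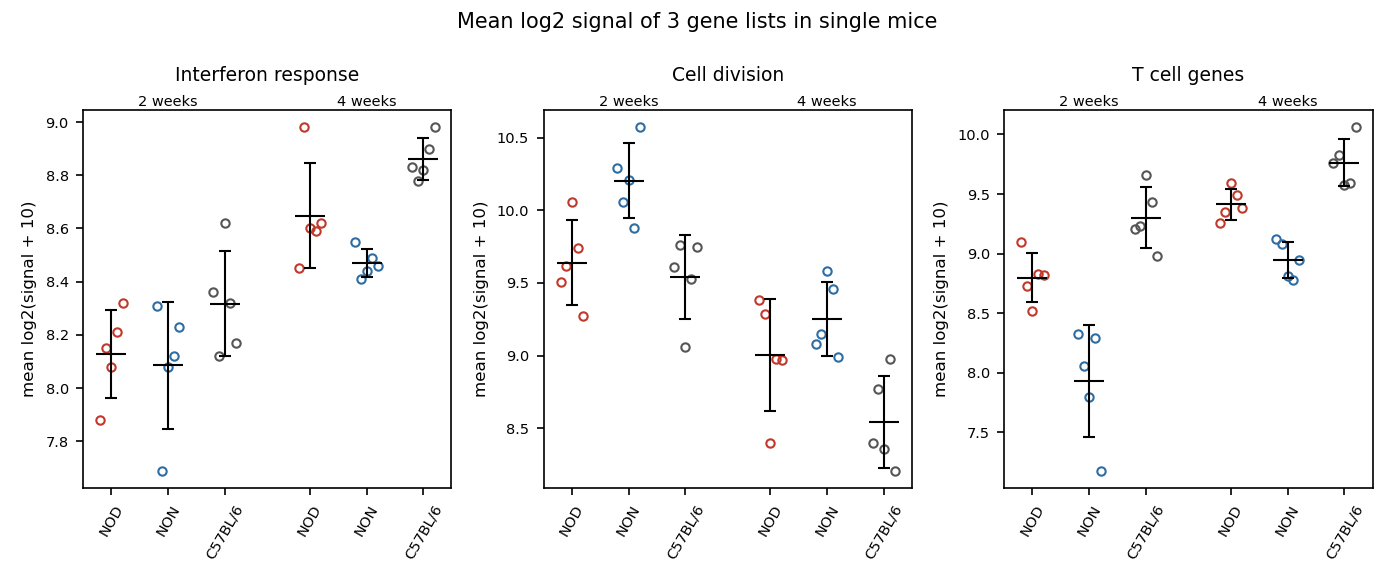
Mean log2(signal + 10) over the genes of the interferon response, of cell division and of T cells in each mouse, by strain (NOD red, NON blue, C57BL/6 grey), 2 weeks on the left and 4 weeks on the right of each panel. Each point is 1 mouse, with the mean ± SD of 5 mice beside it. The interferon means of the NOD mice run from 7.88 to 8.32 at 2 weeks and from 8.45 to 8.98 at 4 weeks.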

**Table 11:** Functional categories associated with the 3 topmost major IPA Networks of transcripts uniquely differentially expressed in spleen leukocytes between 2 weeks and 4 weeks of age in NOD, NON and C57BL/6 mice.

Network	# of focus genes^a^	Top IPA functional categories
**NOD**		
1	15	cellular function and maintenance, immunological disease
2	13	cell death, DNA replication, recombination, repair, gene expression
3	10	inflammatory response, renal/urological disease, infectious disease
**NON**		
1	22	hematological system development and function, tissue morphology, cell-mediated immune response
2	20	cell cycle, cancer, skeletal and muscular disorders
3	17	cellular assembly and organization, cell morphology and cellular development
**C57BL/6**		
1	19	cellular morphology, cellular assembly and organization, cellular function and maintenance
2	17	cellular movement, immune cell trafficking, cell-to-cell signaling and interaction
3	16	post-translational modification, cell cycle, cellular assembly and organization

Statistical analysis of mRNA expression data by unpaired t-Test (p<0.001) followed by Venn diagram analysis identified transcripts uniquely differentially expressed in spleen leukocytes between 2 weeks and 4 weeks of age in NOD mice and two control strains, NON and C57BL/6. The lists of differentially expressed genes were analyzed by IPA (Ingenuity Pathway Analysis; www.ingenuity.com).

a Genes that were present in the uploaded lists.

## Discussion

Insulitis, the earliest sign of autoimmune pathology in the NOD mouse model for autoimmune (Type 1) diabetes, is first obvious at around 4–5 weeks of age [1]. The purpose of our study was to gain new insights into the molecular events that lead to this process and that may influence initiation of autoimmune diabetes. Since autoimmune diabetes is a multigenic disease, the present study tested the hypothesis that alterations in multiple molecular pathways lead to initiation of autoimmune pathology. We conducted a detailed analysis of genome-wide gene expression abnormalities in the spleen leukocytes (i.e. the effector tissue) of young NOD mice in the preinsulitis stage of autoimmune diabetes at ages 2 and 4 weeks. This study differs from our previous efforts [14] in that gene expression in the NOD mouse was compared to two controls (NON and C57BL/6) instead of one control (C57BL/6). This allowed us to eliminate C57BL/6-specific differences (i.e. C57 low and C57 high, Figure 1 and 2) and to focus on only those genes where NOD expression differed from that of C57BL/6 and an additional control (NON); thus, increasing the stringency of our attempt at identifying diabetes-related abnormalities. Additionally, we conducted a 1-w ANOVA in the current study instead of a 2-w ANOVA that we performed in the previous study [14]. This allowed us to put a stronger focus on differences unique to each specific age, a significant number of which could have been excluded by a 2-w ANOVA. Furthermore, we applied a modern suite of bioinformatics approaches to gain the fullest possible insights from these datasets. The current study confirms the results of our previous study, which showed a defect in apoptosis/cell proliferation. Furthermore, it provides new insights into the molecular events that occur prior to insulitis in a time course fashion. Thus, we identified abnormalities in two broad pathways: metabolic, which were predominant at 2 weeks, and immune response pathways, which were predominant at 4 weeks.

Surprisingly, analysis of the global gene expression profiles and hierarchical clustering revealed that the vast majority (∼90%) of the abnormally expressed genes in NOD spleen leukocytes compared to two control strains were repressed. A previous study [23] also investigating gene expression changes in various tissues (pancreatic lymph nodes, spleen and peripheral blood cells) and at various ages (10 days, 4 weeks, 12 weeks, 16 weeks, or 20 weeks) in NOD mice compared to NOD.B10 mice (in which a non-permissive MHC haplotype is imposed onto NOD to silence autoimmune disease) also reported that the great majority of identified NOD differentially expressed genes were down regulated (except only with peripheral blood cells at 4 weeks). It is important to note that, unlike our study, this study did not identify any differentially expressed genes in the spleen tissue at ages 2 weeks and 4 weeks. This could be due to their use of the whole spleen tissue rather than the leukocyte fraction as we did in our study and/or their narrowing changes down to only the diabetes susceptibility genes in the MHC region (excluding differences influenced by all the other chromosomal regions conferring diabetes susceptibility). Indeed, the authors noted that accurate identification and characterization of genes involved in complex autoimmune diseases like T1D may also require analysis of expression in specific cells of the tissues.

Gene ontology (GO) analyses of the NOD differentially expressed genes identified in our study revealed alterations in several processes that were common to both ages (Tables 5 and 6), including abnormalities in metabolism and enzymatic activity. Abnormalities in genes involved in metabolism (including the mitochondrion, carbohydrate and amine metabolism) and biosynthesis were predominant at 2 weeks of age while abnormalities in the immune system process (including response to external stimulus, antigen processing and presentation) were predominant at 4 weeks of age. KEGG pathway analysis (Tables 7 and 8), likewise, identified that abnormalities in metabolic pathways were predominantly enriched at 2 weeks, including spliceosome, purine/pyrimidine metabolism, amino acid and sugar metabolism. Alterations in the immune system function and signaling pathways including natural killer cell mediated cytotoxicity, antigen processing and presentation, B and T cell receptor signaling, graft-versus-host disease, Fc gamma R-mediated phagocytosis, type 1 diabetes mellitus, etc. were predominantly enriched at 4 weeks.

Spleen leukocytes are naturally in a resting state with low level of protein synthesis until they encounter an activation signal, which leads to rapid growth followed by proliferation. This immune activation results in a dramatic demand for energy and biosynthetic precursors that is met by upregulation of metabolism. Because metabolism was a significantly enriched process in the NOD differentially expressed genes, yet the vast majority of these genes were repressed, we hypothesize that metabolism is repressed in NOD mice as compared to the two control strains. Pre-autoimmune metabolic changes have been previously reported in female NOD mice that later progressed to autoimmune diabetes [24]. Dysregulation of lipid and amino acid metabolism was observed in these mice. Interestingly, dysregulation of lipid and amino acid metabolism has also been observed in the serum of children who later progressed to human type 1 diabetes in the period prior to seroconversion to islet autoantibody positivity [25]. Thus, NOD autoimmune diabetes and human T1D may have some similarities in this respect. Furthermore, it should be noted that the elimination of autoreactive lymphocytes is normally done by apoptosis, an active process that requires ATP provided by metabolism.

Significantly enriched immune response pathways that we identified are consistent with the idea of an activation of immune system activity. However, we think that this process is repressed in NOD mice as compared to the two control strains because the vast majority of NOD differentially expressed genes were repressed. As stated above, a previous study also investigating gene expression changes in NOD mice [23] found the same result. However, they did not pursue this observation any further in their report. It is interesting to note, however, that many of the genes identified in this study were also found within the previously identified diabetes susceptibility regions, the *Idd* chromosomal loci. We think that the idea of an apparent paradoxical immune suppression in NOD mice may help explain previous observations that have been made in these mice: i) that immunosuppression exacerbates autoimmune diabetes in NOD mice [26]; and conversely, ii) that immunostimulation circumvents diabetes in NOD mice [27]. Notwithstanding that NOD mice have important differences in their immune system compared to humans, this idea of paradoxical immune suppression appears to have support from human type 1 diabetes studies [28], [29]. Elo et al. [28] found a high-level of repression of immune response genes (including MHC Class I and Class II molecules, T-cell receptor signaling, actin filament system and NF-kB signaling) in children that had developed T1D-associated autoantibodies (prediabetes) who eventually progressed to clinical T1D. Similar to our study, they also found evidence of impairment of transcription, transport, metabolism and cell proliferation. Additionally, another study found a repression of all genes that were differentially expressed in whole untreated CD4 T-cells from new onset T1D patients compared to matched controls [29]. This repression affected key immune functions, such as immune signaling pathways, and cell cycle regulation. In functional studies, these authors found that CD4 T-cell surface expression levels of two key adhesion molecules, LFA-1 and P-selectin, were significantly lower in T1D patients compared to controls. Furthermore, this study demonstrated that a lower percentage of CD4 T-cells from patients entered into mitosis as compared to those from controls suggesting inhibition of CD4 T-cell proliferation in T1D patients. They concluded that CD4 T-cells in new onset T1D have a hyporesponsive immune cell phenotype.

Whereas a generalized repression of the immune system in autoimmune diabetes may seem counterintuitive in a disease caused by activation of the immune system against target self antigens, it should be remembered that tolerance to self antigens requires the activation of self-reactive lymphocytes and their elimination by apoptosis as a result of this activation. Furthermore, elimination of self-reactivity by lymphocytes in the periphery also requires activation of regulatory mechanisms (such as regulatory T cells). Our data are consistent with the hypothesis that a defect in the mitochondria (Table 6) of NOD spleen leukocytes coupled with impaired metabolism leads to a defect in antigen processing/presentation and T cell stimulation (Tables 5, 6, 7, 8), ultimately resulting into generalized immune suppression. Islet-specific autoimmunity likely occurs due to defective tolerance mechanisms in the NOD mice either failing to eliminate islet-reactive T cells by apoptosis or neutralize them by regulatory T-cells activity. To this end, it is worth noting that some of the identified NOD differentially expressed genes (Ly6c1, Trim 12, and Trim30) are known to be linked to a defect in T cell negative selection. Furthermore, the MHC class I-related glycoprotein H60 (H60a), which we identified as being highly expressed in NOD, but virtually unexpressed in control strains (Tables 1 and 2; Figure S1), is known to play a role in immune regulatory mechanisms. H60a can mediate strong suppressive effects on T cell proliferation [30]. It has also been shown to play a role in NK cell tolerance in experimental autoimmune encephalomyelitis [31]. Additionally, a recent study, using a mouse model of spontaneous autoimmune arthritis [32], provided evidence suggesting that efficient suppression of autoimmune diseases may require polyclonal specificities rather than single antigen-specific regulatory T cell activity.

Network analysis by IPA identified several genes/molecules (central genes, Table 10) that we think may play a key role in regulating the identified abnormal processes. Thus, five central genes common to both transcriptome networks were identified, including the proinflammatory cytokine, TNF, a transcription factor (HNF4A), a cytokine (IL15) and two cellular activation/signaling molecules (YWHAZ and progesterone). In addition to the common central genes, unique central genes were identified in the respective networks, e.g. cytokines IL2 and TGFB1, and transcription factors MYC/MYCN in 2 week transcriptome network; and cytokines IFNG and IL12, transcription factors/regulators beta-estradiol, TP53, NFKB, and AR, and cellular activation/signaling EGFR, Akt, PRKCA in 4 week transcriptome network. Although, several of these genes have been previously known to be associated with T1D development, and with immune function, many are novel.

TNF-α, a proinflammatory, multifunctional cytokine was present in three of the four networks underscoring its importance in the initiation of autoimmune diabetes. TNF-α in synergy with IFN-γ (which was present in the 4 week transcriptome network) is known to be important in inducing autoimmunity in the developing immune system [33]–[35]. Also, another report indicated that progression to insulitis in the NOD mouse was connected to changes in T cell activation and signaling associated with TNF-α and another proinflammatory cytokine, IL-6 [36]. Our identification of IL2 as a central gene (at 2 weeks) further supports involvement of IL2 signaling in T1D pathogenesis. The defect in IL2 may contribute to the impairment of regulatory T-cells [37]. The NFKB pathways are essential for the function of antigen presenting cells and related defects have previously been reported in T1D patients [38]. The pregnancy hormones, beta-estradiol and progesterone are known to lead to improvement in T1D in some patients as evidenced by a decline in insulin requirement during pregnancy [39], [40]. Estrogens are known to play a role in modulating immune function of various immune cells and may also play a role in regulating glucose homeostasis and plasma lipids [41]. Progesterone is known to modulate macrophage activation [42].

Myc, an important factor in regulating apoptosis and cellular growth, was central in both the transcriptome and proteome based networks of the 2 week old mice. It has been hypothesized that defects in the process of apoptosis might explain why autoreactive leukocytes persist in the NOD mouse [43]–[45]. Indeed, upregulation of Myc in lymphocytes from NOD mice (in contrast to Myc downregulation in C57BL/6) was associated with their resistance to glucocorticoid-induced apoptosis [46]. Additionally, NOD mice treated with the streptococcal wall component OK432, which restores dexamethasone-induced apoptosis and is associated with downregulation of Myc, do not develop diabetes. Recently, Wang et al. [47] revealed a novel function of Myc as an essential regulator of activation-induced T cell metabolic reprogramming. T cell activation (and other immune cells) leads to a metabolic switch to increased glucose and glutamine metabolism. These authors showed that Myc plays a key role in upregulation of glucose, glutamine, and polyamine metabolism and that its deficiency prevented T-cell proliferation. In addition to Myc as a metabolic regulator, the Akt-mTOR (mammalian target of rapamycin) pathway also promotes posttranslational regulation of glycolytic metabolism [48]. Akt was central in the transcriptome network at 4 weeks.

In addition to the above components, our analysis identified components previously unrecognized to play a role in immunological function, including, p53, HNF4A, and AR (androgen receptor). Tumor suppressor p53 is widely known to act in response to excessive stresses and abnormalities in cell physiology. Recent studies, however, suggest that p53 has additional important roles in normal cellular physiology [49]. To this end, the p53 pathway is tightly involved in the homeostatic regulation of metabolic processes. In these novel functions, p53 helps to align metabolic processes with the proliferation and energy status of the cells, to maintain optimal mode of glucose metabolism and to boost the energy efficient mitochondrial respiration in response to ATP deficiency. Additionally, under normal physiological conditions, p53 mobilizes defenses against “physiological” levels of reactive oxygen species (ROS) to maintain homeostasis. Thus, a possible hypothesis would be that the novel functions of p53 play a role in the physiological immunological process of immune cell activation in response to stimuli, including antigenic stimulation. Our data suggest that these p53 functions are abnormal in NOD mice. HNF4A, a nuclear receptor transcription factor, has been linked to developmental and metabolic functions, and to several diseases, including maturity-onset diabetes of the young and type 2 diabetes [50]. Although HNF4A is known to be expressed in the spleen (among several other tissues), its role in the immunological process has yet to be fully established [51]. Understanding this role may be important as HNF4A could be a good candidate for a drug target. Indeed, this idea has been further reinforced by the recent identification of linoleic acid as the long-sought for ligand for HNF4A [52]. HNF4A controls the expression of numerous genes, including well known target genes involved in regulating cellular metabolism and homeostasis, as well as many new direct target genes involved in regulation of the cell cycle and immune function [53], [54]. AR is a nuclear receptor transcription factor involved in the regulation of many different physiological processes, including developmental, immunological, metabolic and homeostatic processes [55]–[59]. Classical AR signaling occurs via binding of androgens to the AR, which then translocates to the nucleus and activates transcription leading to growth promotion and differentiation. However, AR can also be activated in an androgen-independent fashion via growth factors or cytokines. AR dysfunction is associated with a wide variety of pathologies including prostate cancer, type 1 diabetes and metabolic disorders, such as type 2 diabetes.

In summary, our study identified abnormal molecular pathways in the spleen leukocytes from young NOD mice in the preinsulitis (i.e. early inductive) stage of autoimmune diabetes. The pathways associated with the NOD-specific strain differences can be divided broadly into 2 categories, metabolic pathways (predominant at 2 weeks) and immune response pathways (predominant at 4 weeks). The identified putative key regulators of the metabolic pathways include Myc and HNF4A at 2 weeks, and beta-estradiol, p53, Akt, HNF4A and AR at 4 weeks. The molecular pathways associated with NOD-specific expression differences between 2 week old and 4 week old mice suggest an immune activation phenotype in these mice. We hypothesize that the NOD-specific strain differences we identified represent a defect in immune tolerance predisposing NOD mice to autoimmune diabetes development while the age differences represent the additional changes that accompany initiation of insulitis. It is worth noting that since spleen leukocytes constitute a heterogeneous cell population the molecular networks identified by IPA are likely representative of the predominant cell types. Thus, future experiments to dissect altered molecular networks within individual cell types are warranted. Indeed such studies may reveal age-specific gene expression abnormalities that could have been masked in the current study. Notwithstanding, our data on untreated unfractionated spleen leukocytes suggest that that abnormalities in regulation of metabolic pathways in the immune cells of young NOD mice lead to abnormalities in the immune response pathways and as such may play a role in the initiation of autoimmune diabetes. Indeed our study suggests that targeting metabolism may be a novel strategy to modulate autoimmunity and to prevent and/or treat autoimmune diabetes.

## Supporting Information

Figure S1 **Symbols in Ingenuity Pathway Analysis networks and their meaning.**
(PPT) Click here for additional data file.

Figure S2 **Validation of microarray data by quantitative real-time PCR.** Quantitative real-time PCR was performed for H60a, Trim5, Trim12, Ly6c1, Snx6 and Sp110. Fold change values represent expression levels of genes in control strains (NON and C57BL/6 mice) relative to NOD mice. The results are consistent with the microarray data results.
(PPT) Click here for additional data file.

Figure S3 **Sample 2D gel images of protein extracts from spleen leukocytes of one control strain (C57BL/6, A) and NOD mice (B).** The approximate pI and molecular mass in kDa is given on the x and y axes, respectively.
(PPT) Click here for additional data file.

Figure S4 **Transcriptome network created by Ingenuity Pathway Analysis from genes uniquely differentially expressed in NOD mice between 2 weeks and 4 weeks of age.** The merged network was generated from the list of transcripts uniquely differentially expressed in spleen leukocytes of NOD mice between 2 weeks and 4 weeks of age in comparison to two control strains, NON and C57BL/6. It represents the three topmost major networks. The genes derived from our uploaded gene list (focus genes) are represented by gray icons. White icons represent genes (or endogenous chemicals) derived solely from the IPA knowledge base and that could be algorithmically connected to the focus genes.
(TIFF) Click here for additional data file.

Figure S5 **Transcriptome network created by Ingenuity Pathway Analysis from genes uniquely differentially expressed in NON mice between 2 weeks and 4 weeks of age.** The merged network was generated from the list of transcripts uniquely differentially expressed in spleen leukocytes of NON mice between 2 weeks and 4 weeks of age in comparison to NOD and C57BL/6. It represents the three topmost major networks. The genes derived from our uploaded gene list (focus genes) are represented by gray icons. White icons represent genes (or endogenous chemicals) derived solely from the IPA knowledge base and that could be algorithmically connected to the focus genes.
(TIFF) Click here for additional data file.

Figure S6 **Transcriptome network created by Ingenuity Pathway Analysis from genes uniquely differentially expressed in C57BL/6 mice between 2 weeks and 4 weeks of age.** The merged network was generated from the list of transcripts uniquely differentially expressed in spleen leukocytes of C57BL/6 mice between 2 weeks and 4 weeks of age in comparison to NOD and NON mice. It represents the three topmost major networks. The genes derived from our uploaded gene list (focus genes) are represented by gray icons. White icons represent genes (or endogenous chemicals) derived solely from the IPA knowledge base and that could be algorithmically connected to the focus genes.
(TIFF) Click here for additional data file.

Table S1 **Genes and primers/probes used for quantitative Real-time PCR.**
(DOC) Click here for additional data file.

Table S2 **Transcripts significantly differentially expressed in spleen leukocytes between 2 weeks and 4 weeks of age only in NON mice compared to NOD and C57BL/6 mice, and their p-values and fold changes.**
(XLS) Click here for additional data file.

Table S3 **Transcripts significantly differentially expressed in spleen leukocytes between 2 weeks and 4 weeks of age only in C57BL/6 mice compared to NOD and NON mice, and their p-values and fold changes.**
(XLS) Click here for additional data file.

Table S4 **Transcripts significantly differentially expressed in spleen leukocytes of 2 week old NOD mice with their ANOVA p-values (Benjamini-Hochberg, p<0.05) and fold-changes relative to two control strains, NON and C57BL/6.** A. 162 probesets of significantly lower expression in NOD mice; and B. 25 probesets of significantly higher expression in NOD mice.
(XLS) Click here for additional data file.

Table S5 **Transcripts significantly differentially expressed in spleen leukocytes of 4 week old NOD mice with their ANOVA p-values (Benjamini-Hochberg, p<0.05) and fold-changes relative to two control strains, NON and C57BL/6.** A. 298 probesets of significantly lower expression in NOD mice; and B. 29 probesets of significantly higher expression in NOD mice.
(XLS) Click here for additional data file.

# Supplementary material for: Molecular Phenotyping of Immune Cells from Young NOD Mice Reveals Abnormal Metabolic Pathways in the Early Induction Phase of Autoimmune Diabetes
**Source:** PLoS One. 2012 Oct 11;7(10):e46941. doi: 10.1371/journal.pone.0046941
**Supplement:** Table S1 — Genes and primers/probes used for quantitative Real-time PCR.

**Table S1. List of genes and primers/probes used for quantitative Real-time PCR.**

| **Transcript** | **Accession No.** | **UPL Probe No.** | **Primer sequence** |
| --- | --- | --- | --- |
| H60a | NM_010400.2 | 17 | Left ATGCAGGTCTCCCCTAGCTT  Right TCACACAGACTCAATGCAGGT |
| Trim5 | XM_992714.3 | 68 | Left GGCCACAAAACAGCTCTCAT  Right TCAGCCTTTGCAGAACTACCT |
| Trim12 | AF220126.1 | 68 | Left AGCACCGTGGTCACAAAAC  Right CCATCAGCCTTTGCAGAACT |
| Ly6c1 | NM_010741.3 | 98 | Left GTCCACATCTGACAGAACTTGC  Right TCCATCCTCAGAGAAGGGTTC |
| Snx6 | NM_026998.3 | 17 | Left CTAGAACTGAAGCATGCAAAGG  Right CTCCATTTAAAACCGCAAGG |
| Sp110 | NM_175397.4 | 93 | Left CCGGGACAATTCCTTCATC  Right ATTGTGCACCACTTTGGACA |

UPL ~ Universal Probe Library (Roche)

How the deposited data were processed for this re-analysis (not part of the article)

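RNA from spleen leukocytes of 30 mice was measured on 2 arrays per mouse, 60 arrays in all: 5 mice of each of 3 strains (NOD, NON and C57BL/6) at 2 weeks and 5 at 4 weeks of age. The intensity values as deposited are MAS 5.0 signals, which the authors computed with the array software and scaled to a common target; they are on a linear scale and not logged. The methods name a target intensity of 100, and the mean signal of every array after trimming 2% at each end is 250. Detection calls, raw probe intensities and the protein measurements were not used here, so the study's filter on present and marginal calls, which left 24959 probe sets, was not repeated. Strain, age and replicate number of each array were read from its label, and the 2 arrays of a mouse were joined by the same strain, age and replicate number. No array was left unmapped.

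Control probe sets were left out, and for the 100 other probe sets present on both arrays the value of the 430A array was used, which left 45037 probe sets. A probe set was kept if its signal was at least 50 in at least 5 of the 30 mice (38293 probe sets). Signals were analysed as log2(signal + 10), an offset that shrinks the differences of dim probe sets, and means, SDs and fold differences are of the linear signals. Gene symbols come from the annotation of the arrays, updated through the gene identifier to those of the mouse reference annotation (GRCm38). Of the probe sets, 34945 have 1 symbol, 932 have several and 9160 have none; the last 2 kinds are given by probe set.

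Strains were compared at each age with limma 3.58.1 in R 4.3.3 (15 mice, moderated F-test over the 3 strains with an intensity trend, Benjamini-Hochberg adjustment over all kept probe sets, adjusted p under 0.005 and, for the wider lists, under 0.05). The 3 strain means of a probe set that passed were ordered, and the strain farther from the middle mean was called the odd one out, low or high. Probe sets with NOD as the odd strain are called NOD-specific. Age was tested in a limma model of all 6 groups, within each strain at an unadjusted p under 0.001, and a change was called present in a single strain if the other 2 missed that threshold. The age change in NOD against the mean age change of both controls was tested in the same model at an adjusted p under 0.05. Shares of low or high probe sets have exact (Clopper-Pearson) binomial intervals at 95%, which treat probe sets as independent.

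Before the data were examined, 42 lists of genes of pathways and of cell types were fixed. Some cover themes that the paper found enriched in the same mice and hold genes of its tables. Results of such lists are not independent evidence. The brightest kept probe set with 1 symbol stood for each gene, and lists with at least 5 genes were tested on the contrast of NOD with the mean of the controls, between pairs of strains, and on the age changes. The test was camera with a preset correlation between genes of 0.01, repeated with the correlation estimated from the data and with fry, each adjusted over the 42 lists. Members were counted at an adjusted p under 0.05 over all probe sets and over the list alone. Lists were also tested for over-representation among NOD-specific genes at an adjusted p under 0.05 with one-sided Fisher's exact tests over 16209 genes.

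Genes are named by a rule fixed beforehand: those the study names, whose values in its tables had been seen; per age the 12 largest NOD-specific differences in which all 5 NOD mice lie outside all 10 control mice, and the 3 largest that set NON or C57 apart; per strain the 8 largest age changes present in that strain alone without overlap between the ages; and up to 4 members of each list with the smallest p. Other probe sets of a named gene were named after their values were seen.

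Alternatives tried were no offset, a larger offset, no filter, a stricter filter, the 24959 brightest probe sets, quantile normalization, replicate number as a block, the methods' tests, a shared spread over all 30 mice, each strain by itself, other rules for NOD-specific probe sets and for probe sets per gene, and each mouse left out in turn. The groups were also compared with other splits of the mice, drawn at random. The main analysis was tested on simulated data with 200 of the 38293 probe sets changed between strains. At an adjusted p under 0.005 it found 0%, 8%, 56% and 86% of 1.5-fold, 2-fold, 4-fold and 8-fold changes at 2 weeks, with 0 false calls. Of age changes in NOD of those sizes it found 8%, 40%, 78% and 98% at an unadjusted p under 0.001, with 34 false calls. Enrichment in GO, KEGG and curated networks was not repeated.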

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

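The test of a lower share of B cells and the comparison with other probe sets of genes called high were chosen after the results were seen. A mouse is listed here if its gap to the nearest other mouse of its group of 5 was over 0.71 of the group's range, which chance gives in about 4.2 of the 84 groups tested and was met in 14.

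NON replicate 2 of 2 weeks had the highest 3'/5' ratios of its group, 4 for Gapdh (0.75 to 0.94 in the others) and 6.6 for beta-actin (1.2 to 2.4), and a median correlation with its group of 0.824 (0.859 to 0.868). NOD replicate 3 of 4 weeks had a correlation of 0.739 (0.847 to 0.859) and higher log2 signals than the other NOD mice of Trim12c (8.12, others 4.13 to 5.24) and Snx6 (5.19, others 3.58 to 3.86). NOD replicate 3 of 2 weeks was low in the mean of the MHC class II genes (9.98, others 10.4 to 10.5) and of the B cell genes (10.6, others 11 to 11.1). NON replicate 5 of 2 weeks was low in the MHC class II genes (9.92, others 10.7 to 11), in Trim12a (6.41, others 7.45 to 7.86) and in C130026I21Rik (8.64, others 9.72 to 9.94). At 4 weeks, NON replicate 1 was high in H60a (5.61, others 4.58 to 4.86), NON replicate 4 low in Trim12a (7.68, others 8.24 to 8.42) and NON replicate 2 low in Snx6 (5.75, others 6.57 to 6.85).

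The paper does not compare the control strains with each other by gene group. T cell genes were lower in NON than in C57 at both ages. At 2 weeks the median log2 difference of 13 T cell genes was -1.27 (8 called lower, 12 over the list alone, camera adjusted p = 1.36e-15, adjusted p = 0.0474 with an estimated correlation) and at 4 weeks -0.94 (6 lower, 10 over the list alone, adjusted p = 0.027 with an estimated correlation). Genes of T cell receptor signaling had a median of -0.74 at 2 weeks (14 of 41 lower, 25 over the list alone, adjusted p = 0.0474 with an estimated correlation), and Myc target genes a median of 0.36 (2 higher, adjusted p = 0.0474 with an estimated correlation).

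Most NOD-specific probe sets were low in NOD. The scaling of the arrays as the whole cause is argued against, since after quantile normalization the lower of the 2 shares was 75.7%. Strain sequence variants under probes designed on a C57 reference may contribute: they would lower NON as well as NOD, and the lower of the 2 shares low in NON was 75.6%, while C57 was low in 33.3% and 35.4%. They would also spare other probe sets of the same genes, and the median difference of those that were not called was 4.46% of that of the called ones at 2 weeks and 22.5% at 4 weeks. For genes called high, it was 34.7% and 31.3%. Such variants would not raise these genes if every probe matched C57, which was not checked here. At 2 weeks the share was smaller for the low genes than for the high ones, of which only 9 had other probe sets. The uncalled probe sets were picked by missing the call, which by itself makes their differences small. At neither age can this part be told apart from the choice of each gene by its most extreme probe set. True strain differences in expression stay open for single genes, and no test here separates them. For H60a, Trim5, Trim12, Ly6c1, Snx6 and Sp110, as the paper names them, it reports quantitative PCR with separate primers in line with its arrays, which speaks for true differences in these genes and does not settle it. The PCR values were not used here.

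B cell genes were lower in NOD at 4 weeks. NOD replicate 3 as the cause is argued against, since without it the median log2 difference was -0.53. A lower share of B cells and no other change cannot be told apart from other causes, since the lowest of the 5 other leukocyte lists, NK cells, was at -0.31 and that of macrophages at 0.75. Lower expression per B cell stays open, as untested.

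More age changes were present in NON alone than in NOD alone. Partly degraded RNA in the 3 NON mice with the highest 3'/5' ratios is argued against as the whole cause: without them there were 361 in NON alone and 189 in NOD alone. Leaving out 3 NON mice in 49 other ways gave a median of 336 (134 to 1113). A difference in the maturation of the spleen between the strains is a biological explanation that the design names by age and that stays open, as untested.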

How the results depend on the processing

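Of the alternatives, 3 were chosen after seeing the data: leaving out 4 mice that stand apart, and 2 that join the 24959 brightest probe sets, no offset and a test of the methods. In the following settings, the comparison counts and shares that were run stayed within 1.5 times the main count, or within the spread for shares. They were 24 each with no offset, the larger offset and quantile normalization, 22 with no filter and 18 with the 24959 brightest probe sets. They were 11 for the brightest probe sets with the methods' one-way ANOVA, and 2 each for every probe set and any probe set of a gene. The cause of the changes below was not tested. With the methods' one-way ANOVA, strain differences at 2 weeks were 168 and NOD-specific probe sets 45. Without equal variances, strain differences were 35 and 35, NOD-specific probe sets 12 and 9 (91.7% and 66.7% low), at the wider threshold 60 and 63 (81% low at 4 weeks), and 4 at both ages. When all 30 mice shared the spread, strain differences were 451 and 384, NOD-specific probe sets at 4 weeks 128 and 410 at the wider threshold, and 59 at both ages.

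With an estimated correlation, 1 gene list was shifted at 2 weeks and 3 at 4 weeks, and by fry 5 and 11. Over-represented lists at 2 weeks were 1 with the stricter filter, 1 by the brightest probe set, 1 with NOD tested against each control and 0 by hierarchical clustering (2 in the main analysis). At 4 weeks they were 1 with the replicate block, 1 by the brightest probe set, 4 with NOD against each control and 5 by clustering. With the replicate block, 61 and 57 probe sets were NOD-specific, 58 and 54 of them shared with the main calls, so 12 of 70 and 27 of 81 were lost. Replicate numbers are shared labels: the median correlation of residuals was 0.037 for the same number and -0.009 for different ones, and 14 of 30 mice correlated best with their own number, where 6 would by chance.

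By the methods' t-test, age differences present in 1 strain alone were 89 in NOD and 302 in NON, with shares higher at 4 weeks of 50.6% in NOD and 38.7% in NON, both on the other side of an even share, and 27.8% in C57. Each strain by itself gave 91 and 336, with 42.9%, 41.7% (reversed for NON) and 29.4%. The 24959 brightest probe sets without offset and with the t-test gave 68 and 263, with 48.5%, 36.5% (reversed for NON) and 26.9%. Without the 4 mice that stand apart, the share in NOD was 46.6%, C57 had 255, and the age change in NOD differed from the controls for 1 probe set. NOD-specific probe sets were then 66 and 56, with 61 and 52 shared.

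With each mouse left out in turn, at 2 weeks strain differences ranged from 188 to 292, NOD-specific probe sets from 56 to 68 (74.2% to 86% low), at the wider threshold from 121 to 192 (60.8% to 71.8% low), shifted lists from 11 to 20 and over-represented lists from 0 to 5, and proteome genes were 0 throughout. At 4 weeks the ranges were 177 to 264, 59 to 94 (80% to 84%), 178 without NOD replicate 4 to 409 without NOD replicate 2 (68.9% to 78.7%), 12 to 16, 1 to 3, and 0 to 2 proteome genes. Calls at both ages ranged from 30 to 39. Age differences in NOD alone ranged from 90 without NOD replicate 3 of 2 weeks to 233 without NOD replicate 2 of 4 weeks (19.7% to 45.6% higher), in NON alone from 317 without NON replicate 5 of 2 weeks to 853 without NON replicate 2 (55.6% to 64.2%), and in C57 alone from 108 without C57 replicate 2 of 2 weeks to 194 (13.7% to 27.3%). The age change in NOD against the controls passed for 0 to 1 probe sets. Leaving out single mice kept 441 of 480 values within these bounds and moved 39.

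Of the 44 called strain differences of named genes, 24 missed the threshold without equal variances and 6 with the methods' one-way ANOVA. Of the 30 called lists 26 did with an estimated correlation. None was counted as reversed. In some setting the median did change sign for RNA degradation (to 0.01) and MHC class II (to 0.02) at 2 weeks and for the spliceosome (to 0.01) at 4 weeks. Signals near background limit dim probe sets such as those of Snx6 and Trim12a in NOD, whose ratios depend on a few units of signal.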

Differences from the paper's values

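The 2 settings that join the 24959 brightest probe sets, no offset and a test of the methods were chosen after seeing the values; the others were set before the data were examined. Detection calls were not used here, so each count rests on another filter than the paper's.

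The paper's number of probe sets with strain differences at 2 weeks is 175, and it was 273 here at the same threshold. It was within 1.5 times the paper's with no offset (245), no filter (248), quantile normalization (254), the replicate block (216) and the methods' one-way ANOVA (168) and in 14 of 15 fits without 1 mouse, and not in 5 other settings. Chosen after seeing the values, the 24959 brightest probe sets with no offset and that ANOVA gave 182.

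High in NOD among the NOD-specific probe sets were 6 in the paper and 18 here at 2 weeks, within range with the methods' one-way ANOVA (8) and in 2 of 15 fits without 1 mouse, and not in 11 other settings. At 4 weeks the paper's number is 9 and it was 14 here, within range with no offset (13), the stricter filter (13), the 24959 brightest probe sets (11), the replicate block (10) and hierarchical clustering (13) and in 11 of 15 fits without 1 mouse, and not in 7 other settings.

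Age differences present in NOD alone were 66 in the paper and 140 here, within range by the methods' t-test (89) and with each strain by itself (91) and in 1 of 30 fits without 1 mouse, and not in 7 other settings. For NON they were 122 in the paper and 616 here, and none of the 9 settings was within range. For C57 they were 105 in the paper and 167 here, within range with the larger offset (157), the stricter filter (155) and the 24959 brightest probe sets (136) and in 10 of 30 fits without 1 mouse, and not in 6 other settings. Chosen after seeing the values, the brightest probe sets with no offset and the t-test gave 68 in NOD and 263 in NON. The paper's share higher at 4 weeks in NOD is 62%, and it was 32.9% here, within range by the t-test (50.6%) and with each strain by itself (42.9%) and in 3 of 30 fits without 1 mouse, and not in 7 other settings. The paper states that most age changes in NOD are to higher expression, and here 46 were higher and 94 lower. Of the Table 3 probe sets kept here, 27 of 47 (57.4%) were higher.

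Proteins with an RNA difference in NOD were counted here with NOD as the odd strain, a rule the paper does not state for them. They were 2 in the paper and 0 here at 2 weeks, and 2 in the paper and 1 here at 4 weeks. None of the 8 settings at either age was within range. At 4 weeks the count was 2 without NOD replicate 3 and 0 without NOD replicate 5. In the limma contrast of NOD with the mean of the controls, 1 gene at 2 weeks (Lcp1) and the paper's 2 at 4 weeks (S100a5 and Serpinb1a) had an unadjusted p under 0.05. Without the rule of the odd strain, Lcp1 and Hspa9 at 2 weeks and Ctnna1 and Serpinb1a at 4 weeks had an unadjusted p under 0.05 (limma F-test). Of these, the paper lists Hspa9 and Serpinb1a. At 2 weeks the counts cover unlike sets, since Hsp90ab1, 1 of the paper's 2, was not analysed here.

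Folds in Tables 1 and 2 were within 1% of the paper's for 45 of 46 and 56 of 56 probe sets. The exception was Alg8, for which the paper's fold is -1.17 and it was -1.713 here (-1.643 after quantile normalization).

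In Table 3, 0 of 55 folds were within 1% of the paper's, 20 were within 10% and 54 had the same sign. The exception was a row that the paper labels Rps4y2 but lists under the probe set of Hsf2. By its label, that row is not a comparison of the same gene. The following 28, the Rps4y2 row among them, differed by more than the error between mice, also after quantile normalization. The paper's fold is given first and the one here second. Higher at 4 weeks in the paper were Cml2 (27.32 and 11.93), Sntb1 (8.3 and 6.103), Fcsk (6.63 and 5.041), 4933435C09Rik (4.63 and 3.841), 1426547_at (4.21 and 3.341), Paip1 (3.30 and 4.158), Boll (2.97 and 8.239), Fam83e (2.84 and 2.342), 953001807Rik (2.40 and 2.03), 4933406F09Rik (2.40 and 2.969), Foxd2 (2.28 and 3.143), Ghrh (1.73 and 3.066), Ifih1 (1.64 and 1.996) and Lat (1.61 and 1.964). Lower in the paper were Zkscan1 (-7.59 and -5.64), Mpp1 (-4.79 and -3.112), Igf2bp3 (-4.03 and -8.067), Tigar (-3.55 and -5.498), Mier1 (-3.01 and -2.197), Fgd4 (-2.34 and -4.713), Lpp (-2.27 and -2.86), Kcna1 (-2.22 and -3.941), Gca (-2.13 and -2.705), Csrp2 (-2.05 and -2.36), 1427471_at (-2.02 and -1.792) and Mdm2 (-1.97 and -1.698). The paper lists 1449306_at in 2 rows of Table 3, as Hsf2 with a fold of 2.67 and as Rps4y2 with -2.62. That probe set is annotated as Hsf2 here, and its fold was 3.653. The fold of Rps4y2 was thus not compared with a probe set of that gene. Leaving out some single mouse brought 13 of the 28 within the error.

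The paper names Ifit3, Pdcd1lg2, Mapk4 and Il17rb among genes that changed with age in NOD alone. The paper called them at an unadjusted p under 0.001 by a t-test, which none of the 4 reached here in limma, while Ifih1 and Plcd4 did. By the methods' t-test all of them but Ifit3 reached it here. After adjustment, which the paper did not make, the p were 0.28, 0.32, 0.32 and 0.37, and 0.043 and 0.039.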

Other observations

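No test in this part was chosen after its result was seen, apart from the count of neighbouring genes. Single marker genes of cells other than lymphocytes differed in NOD, while none of the lists of such cells passed against the controls with an estimated correlation. In 4 week old NOD mice the macrophage genes Marco, a scavenger receptor, and Ms4a7 were 6.49-fold and 2.42-fold higher than in the controls (limma adjusted p = 0.034 and 0.0081), the collagen gene Col3a1 4.41-fold (adjusted p = 0.0064), and the platelet genes Ppbp and Pf4 were higher at an adjusted p of 0.03 and 0.043. Of the eosinophil ribonucleases, Ear3 was 7.44-fold higher in NOD at 2 weeks (adjusted p = 0.0018), while 1421802_at, which the paper lists as Ear1, went the other way (4.7 in NOD against 640 and 330, adjusted p = 0.00029). Dendritic cell genes had a median log2 difference of 0.44 at 4 weeks (camera adjusted p = 0.00227, adjusted p = 0.368 with an estimated correlation) and B cell precursor genes of -0.48 (0.00485, adjusted p = 0.256 with an estimated correlation), with Vpreb3 lower (adjusted p = 0.027). At 2 weeks B cell precursor genes were at -0.45 (0.0063, adjusted p = 0.511 with an estimated correlation), granulocyte precursor genes at -0.51 (0.000851, adjusted p = 0.382 with an estimated correlation), neutrophil genes at 0.32 (0.0174, adjusted p = 0.557 with an estimated correlation), stroma at 0.42 (0.0241, adjusted p = 0.557 with an estimated correlation) and MHC class II genes at -0.13 (0.0474, adjusted p = 0.626 with an estimated correlation). The class II list at 2 weeks passed in 11 of 25 other settings, 1 of which was chosen after seeing the data, neutrophils and stroma in 20 each and B cell precursors in 23. Not shifted at either age were plasma cells (camera adjusted p = 0.171 and 0.42), eosinophils, basophils and mast cells (0.903 and 0.207), erythroid cells (0.791 and 0.195), exocrine pancreas (0.899 and 0.719), cytosolic ribosome (0.346 and 0.719), interferon response (0.167 and 0.585) and immediate early and heat shock genes (0.272 and 0.0707).

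Several gene groups changed with age. In NON, NK cell genes rose by a median log2 change of 1.11 (adjusted p = 0.00637 with an estimated correlation), MHC class II genes by 0.73 (adjusted p = 0.0146), T cell receptor signaling by 0.64 (adjusted p = 0.00709) and B cell genes by 0.57 (adjusted p = 0.0266), while megakaryocyte genes changed by -1.17 (adjusted p = 0.0393), Myc target genes by -0.42 (adjusted p = 0.00715), serine metabolism by -0.42 (adjusted p = 0.00909), purine metabolism by -0.33 (adjusted p = 0.0095) and the mitochondrial ribosome by -0.3 (adjusted p = 0.0266), all with an estimated correlation. NON replicate 5 of 2 weeks had low log2 means of the MHC class II genes (9.92, others 10.71 to 10.95) and the B cell genes (10.1, others 10.76 to 11.1). At 4 weeks the NON means ran from 11.24 to 11.47 and from 11.14 to 11.61, above all of these. Whether the list changes in NON hold without that mouse was not tested. In C57, Mpo, the myeloperoxidase of granulocyte precursors, fell from 3620 to 473 (adjusted p = 1.1e-05), and cholesterol synthesis genes rose by 0.4 (adjusted p = 0.0198 with an estimated correlation). In NOD, Igll1, the surrogate light chain of B cell precursors, fell from 1010 to 88.1 (adjusted p = 0.00025) and Rag1, which rearranges antigen receptor genes, from 342 to 52.1 (adjusted p = 0.0099).

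Some NOD-specific genes were next to each other on a chromosome. Among 124 such genes of 16066 at 2 weeks there were 5 adjacent pairs, where 0.953 would occur by chance (permutation test, p = 0.0032), among them H2-Ab1 and H2-Aa, D17H6S56E-5 and Vars, and Trim12a and Trim12c. At 4 weeks there were 8 pairs among 196 genes, where 2.37 would occur by chance (permutation test, p = 0.003).

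In 100 splits of the mice, the real one included, chance can be excluded for the strain differences at 2 weeks (273, highest of the other splits 59, 1 split as large) and 4 weeks (238 and 2, 1 split). The NOD-specific probe sets are a part of such differences. For them (70 and 0, and 173 and 6 at an adjusted p under 0.05, at 2 weeks, 81 and 0, and 272 and 7, at 4 weeks), for those called at both ages (36 and 0) and for the over-represented lists (2 and 0 at each age) the splits are no separate test, since the other splits called few or no probe sets. Few splits matched the age differences in NOD alone (140 and 130, 1 split as large), NON alone (616 and 768, 2 splits) and C57 alone (167 and 320, 2 splits). Chance is thus unlikely for them but not excluded. Leaving out 1 mouse gave counts down to 90, 317 and 108, each below the highest other split. Chance cannot be excluded for the number of shifted gene lists, which was 17 at 2 weeks (highest other 24, 26 splits as large) and 13 at 4 weeks (16, 7 splits), or for the proteome genes at 4 weeks (1 and 3, 11 splits). Where the real value was 0, as for the proteome genes at 2 weeks (highest other 2) and the age change in NOD against the controls (highest other 11), all 100 splits are as large by construction, which says nothing on chance.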
